# Neurotranscriptomics: The Effects of Neonatal Stimulus Deprivation on the Rat Pineal Transcriptome

**DOI:** 10.1371/journal.pone.0137548

**Published:** 2015-09-14

**Authors:** Stephen W. Hartley, Steven L. Coon, Luis E. Savastano, James C. Mullikin, NISC Comparative Sequencing Program, Cong Fu, David C. Klein

## Abstract

The term neurotranscriptomics is used here to describe genome-wide analysis of neural control of transcriptomes. In this report, next-generation RNA sequencing was using to analyze the effects of neonatal (5-days-of-age) surgical stimulus deprivation on the adult rat pineal transcriptome. In intact animals, more than 3000 coding genes were found to exhibit differential expression (adjusted-p < 0.001) on a night/day basis in the pineal gland (70% of these increased at night, 376 genes changed more than 4-fold in either direction). Of these, more than two thousand genes were not previously known to be differentially expressed on a night/day basis. The night/day changes in expression were almost completely eliminated by neonatal removal (SCGX) or decentralization (DCN) of the superior cervical ganglia (SCG), which innervate the pineal gland. Other than the loss of rhythmic variation, surgical stimulus deprivation had little impact on the abundance of most genes; of particular interest, expression levels of the melatonin-synthesis-related genes Tph1, Gch1, and Asmt displayed little change (less than 35%) following DCN or SCGX. However, strong and consistent changes were observed in the expression of a small number of genes including the gene encoding Serpina1, a secreted protease inhibitor that might influence extracellular architecture. Many of the genes that exhibited night/day differential expression in intact animals also exhibited similar changes following *in vitro* treatment with norepinephrine, a superior cervical ganglia transmitter, or with an analog of cyclic AMP, a norepinephrine second messenger in this tissue. These findings are of significance in that they establish that the pineal-defining transcriptome is established prior to the neonatal period. Further, this work expands our knowledge of the biological process under neural control in this tissue and underlines the value of RNA sequencing in revealing how neurotransmission influences cell biology.

## Introduction

The rodent pineal gland is an especially attractive model for neurotranscriptomic studies because of evidence of large neurally-regulated changes in the abundance of many pineal transcripts [1–9]. The gland is innervated by sympathetic projections from the superior cervical ganglia (SCG) [10–13]. At night norepinephrine is released in response to signals originating in the hypothalamic suprachiasmatic nuclei (SCN), which house an autonomous circadian clock. The SCN are hard wired to the pineal gland by a multisynaptic neural pathway: SCN neurons project to the paraventricular nucleus, where they contact neurons that project caudally via the mesencephalic periaqueductal gray to the intermediolateral nuclei in the upper thoracic segments of the spinal cord [14–16]. From there, preganglionic neurons contact a small subpopulation of SCG cells which innervate the pineal gland via projections through the internal carotid nerve and the conarian nerves. Light acts on this system through the retina and a retinohypothalamic projection that terminates in the SCN; light entrains the SCN clock to environmental lighting and also gates stimulatory signals to the pineal gland [14, 17–20]. Experimental deprivation of neural stimulation of the pineal gland can be accomplished by removal (SCGX) or decentralization (DCN) of the SCG, thereby eliminating circadian input from the SCN [21].

Norepinephrine is the primary biogenic amine controlling the pineal gland and acts through an α_1b_- and β_1_-adrenergic receptor “AND” gate mechanism to activate adenylate cyclase and elevate cyclic AMP [22–28]. Whereas β_1_-adrenergic receptor activation is essential for activation of adenylate cyclase, this effect is potentiated by α_1b_ –adrenergic receptors via Ca^++^ and phosphatidyl inositol (Pi) activation of protein kinase C. The adrenergic, receptor-dependent elevation of cyclic AMP activates protein kinase A, which in turn phosphorylates cyclic AMP response element binding protein, which is bound to regulatory elements, thereby triggering gene expression [27, 29–31]. In addition to releasing norepinephrine, adrenergic neurons serve to take up and sequester norepinephrine and other catecholamines; this prevents stimulation by circulating catecholamines entering the pineal perivascular space, thereby enhancing the on/off nature of neurotransmission [32]. Accordingly, whereas both SCGX and DCN block stimulation of the pineal gland, the reuptake/sequestering function of the sympathetic nerves is retained following DCN and is eliminated by SCGX [32]. In addition to neural regulation of the pineal transcriptome, peripheral clock mechanisms operating within the tissue may play a regulatory role.

Previous neurotranscriptomic studies of the pineal gland have used a variety of classical biochemical methods and cDNA microarray technologies [2, 5, 9, 33, 34]. In the current report, strand-specific next-generation RNA-Seq is used to extend this body of knowledge. This powerful technology provides unprecedented statistical power across a broad dynamic range, allowing robust detection of differential effects in more genes than ever before [35–38]. This effort has increased our knowledge of the rodent pineal gland by identifying genes not previously known to be under neural control. Examination of the effects of neonatal (5-days-of-age) SCGX and DCN on the adult rat pineal transcriptome revealed that these procedures essentially eliminate the 24-hour pattern of differential gene expression but do not markedly alter the developmental expression of the non-rhythmic component of the pineal-defining transcriptome.

Our results provide a powerful new resource for investigators studying profiles of rhythmic and non-rhythmic expression in the pineal gland.

## Results

### *In vivo* night/day differential expression of pineal transcripts, with and without neurotransmission

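In the in vivo experiment, pineal glands were taken at mid-day (ZT7) or midnight (ZT19) from 40-day-old rats of 4 groups. Control rats had no surgery and Sham rats had a sham operation on postnatal day 5. In the SCGX group both superior cervical ganglia, which innervate the gland, were removed on that day, and in the DCN group (decentralization) the ganglia were left in place but separated from their central input. Each of the 8 combinations of group and time had 3 libraries, each made from a pool of glands, so that a replicate is a pool and not a single animal. The authors aligned the strand-specific read-pairs with RNA-STAR to the rn4 genome assembly, counted read-pairs per Ensembl gene with QoRTs and deposited the counts without normalization. Between 12985072 and 18504240 read-pairs per library were counted on genes, with a median of 15364270. Group medians were between 13443955 in SCGX night and 16018408 in Control night. The paper's average depth counts the read-pairs sequenced, and the values here rest on the read-pairs counted on genes. Of the annotated genes, 24811 had a count in at least 1 of the 36 libraries of the study. No replicate libraries were identical, and over the 33 replicate pairs the chi-square per degree of freedom was between 6.17 and 44.41, above the value of 1 that sampling noise gives. Each night/day comparison used only the 6 libraries compared, with edgeR's quasi-likelihood test, TMM normalization and Benjamini-Hochberg adjustment. Genes with a mean normalized read-pair count of less than 5 were not tested, as in the paper. The counting was strand-specific and left out read-pairs on more than 1 gene, so near-identical gene copies can be undercounted.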

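In the Control group, 1467 of 15619 tested genes differed between night and day at an adjusted p-value under 0.001, with 995 genes higher and 472 lower at night. A fold change greater than 2 was found for 878 of these genes. In the Sham group, 365 of 16044 tested genes met the same threshold, with 265 higher and 100 lower at night, and 333 of them had a fold change greater than 2. In at least 1 of the groups, 1489 genes met the adjusted-p threshold and 912 also changed more than 2-fold. The spread between replicates differed: the common coefficient of variation was 14.4% in Control and 28.2% in Sham. Fits without 1 Sham library gave between 23 (without day replicate 2) and 140 genes, except without night replicate 3, where 414 genes were found. The choice of test moved both counts, to 2748 genes in Control and 1770 in Sham with DESeq2's Wald test. With library size as the only scaling, 736 of 1585 genes in Control were higher at night, so the balance of higher and lower genes is relative to the TMM scaling.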

More than 3000 genes showed statistically significant night/day differential expression in the Control and Sham animals at an adjusted-p-value cutoff of 0.001, with more than 1400 genes exhibiting greater than 2-fold changes in either direction (Fig 1a and 1b, Table 1). Of these, 257 genes exhibited strong differential expression in the Control group with fold change (FC) greater than 4 in either direction, 195 genes met these criteria in the Sham-operated group, and 157 genes exhibited met these criteria in both groups (Fig 2a). 

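In the Control group, 372 genes passed the adjusted-p threshold with a fold change greater than 4, of which 296 were higher and 76 lower at night. The Sham group had 172 such genes, 153 higher and 19 lower. Both groups shared 160 genes with the same direction, 146 higher and 14 lower at night. With DESeq2, which the paper used, the Sham group had 338 strong genes and both groups shared 286. With DESeq2 and its fold change prior these counts were 291 and 250. Among the 370 genes strong in Control that were also tested in Sham, 358 had the same direction, 341 changed more than 2-fold that way and 330 had an adjusted p-value under 0.05. A test of the difference itself, the interaction of group and time in the 12 Control and Sham libraries, found 1 gene at an adjusted p-value under 0.001. The files list genes by Ensembl identifier without names. The largest increase in both groups, ranked by the smaller of the 2 fold changes, was that of ENSRNOG00000012878, with 21970 ± 4860 normalized counts (SD, n = 3) at night and 122.9 ± 9.94 at day in Control. Its log2 fold change was 7.46 (standard error 0.20, adjusted p = 1.53e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in Control and 7.88 (standard error 0.32, adjusted p = 3.92e-05) in Sham. The test itself gives no standard error. These are approximate, taken as the absolute log2 fold change divided by the square root of the test's F statistic. ENSRNOG00000011182 rose from 160.2 ± 32.3 to 34140 ± 6210 in Control, a log2 fold change of 7.72, and had a log2 fold change of 7.45 in Sham. The largest decreases were those of ENSRNOG00000008942, with log2 fold changes of -5.46 in Control and -5.18 in Sham, and ENSRNOG00000001777, with -4.20 and -3.59. In Sham both decreases passed the threshold with all libraries, but the first lost it in each fit without 1 Sham library other than day replicate 1, and the second in every such fit. Without 1 Sham library the overlap held between 23 and 92 genes, except without night replicate 3, where it held 185.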

The RNA-Seq results replicated 255 out of the 343 genes found in previous microarray-based studies to exhibit greater than 2-fold night/day differential expression (in either direction) at the adjusted-p < 0.05 level (S1 Fig, S1 Dataset) [9]. In addition, more than a thousand genes were identified that had not been previously found to exhibit differential expression between night and day at this level.

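At an adjusted p-value under 0.05 with a fold change greater than 2, the Control group had 1625 genes, of which 860 were higher and 765 lower at night. The Sham group had 1167 such genes, 692 higher and 475 lower. The earlier microarray measurements were not analysed here, so these counts include genes that the microarrays had found.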

**Fig 1:**
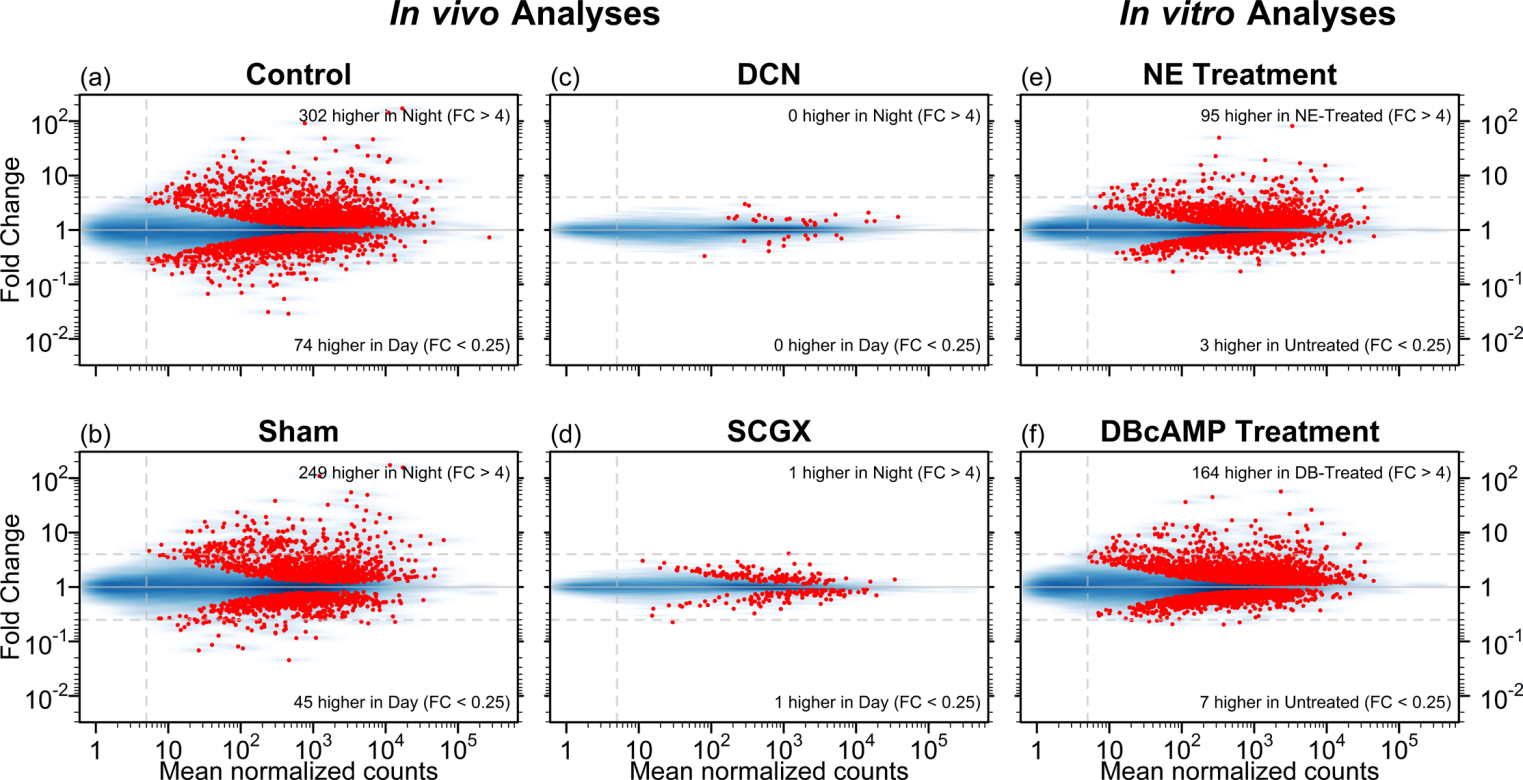
MA plots for six differential expression analyses. These plots display the mean normalized read-pair counts (x-axis) versus the estimated fold change (y-axis), on a log-log scale for four *in vivo* analyses and two *in vitro* analyses. The blue shading indicates the density of genes, and each red point represents a gene with statistically significant differential expression (adjusted-p < 0.001). Dashed horizontal lines mark 4-fold changes in both directions, dashed vertical line indicates minimum abundance threshold for the statistical tests. The four *in vivo* analyses compared night and day time points in adult rats for the following groups: (a) no surgery (Control); (b) neonatal sham surgery (Sham); (c) neonatal superior cervical ganglia decentralization (DCN); (d) neonatal superior cervical ganglionectomy (SCGX). The two *in vitro* analyses compared treated/untreated pineal glands: (e) norepinephrine-treated (NE) vs untreated and (f) dibutyryl-cyclic-AMP-treated (DBcAMP) vs untreated.

**Fig 2:**
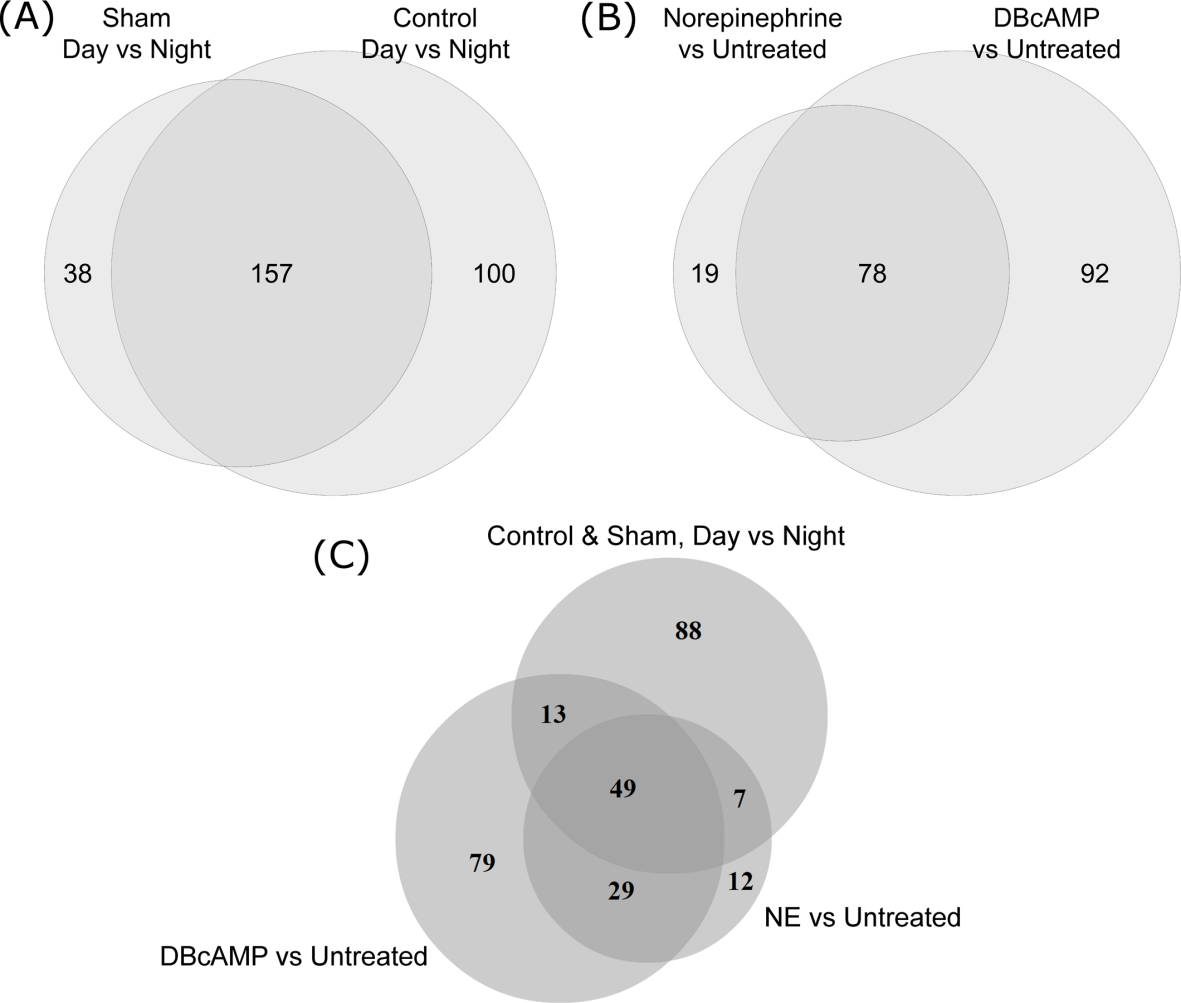
Venn diagrams displaying the overlap between the different differential expression analyses. Diagrams indicate the concordance in the genes found to display strong (FC > 4 in either direction) and statistically significant (adjusted-p < 0.001) differential expression in multiple separate analyses. (a) Comparison of the (*in vivo*) Control and Sham night/day differential expression analyses. (b) Comparison of the (*in vitro*) NE vs untreated and DBcAMP vs untreated differential expression analyses. (c) Comparison of the overlapping region from (a) with the results of the two *in vitro* analyses from (b).

**Table 1:** Genes significantly differentially expressed in the pineal gland on a night/day basis in Control and/or Sham groups, *in vivo* (adjusted-p < 0.001). Genes that exhibit strong differential expression in both are listed in bold (genes are classified by the least-extreme fold change across the two analyses). Note that some genes are listed twice if the fold changes of the two analyses fall in different intervals. In the SCGX and DCN groups, none of the genes displayed in this table exhibited night/day differential expression at this level (adjusted p < 0.001, FC > 4 in either direction). A complete list of all genes with fold changes, p-values, and normalized expression estimates is available in the SI (S1 Dataset).

Fold Change	Gene Symbol
**>32**	**Aanat** * ^†^, **Atp7b** * ^†^, Dclk3* ^†^, Dusp1^†^, Fcer1a* ^†^, Hcrtr1^†^, Hhip^†^, Irs2* ^†^, Nap1l5^†^, Ribc2* ^†^, **Sik1** * ^†^, **Slc15a1** ^†^
**16–32**	Cd24^†^, **CREM** * ^†^, **Dclk3** * ^†^, Dos^†^, **Drd4** * ^†^, **Dusp1** ^†^, **Fcer1a** * ^†^, **Hcrtr1** ^†^, **Irs2** * ^†^, **LOC100362205**, MGC94891*, **Nap1l5** ^†^, **nod3l** ^†^, **Pde10a** * ^†^, PORF1*, **Ptch1** * ^†^, Spata2L, St8sia2*, **Wnt10a** ^†^
**8–16**	**Accn2**, **B3gnt8** *, Bhlha15, **Brunol6**, Camk1g* ^†^, Ccrl2^†^, **Cd24** ^†^, **Chd5**, **Coq10b** * ^†^, **Cyp2s1**, D3ZJR7^†^, **Dclk1** ^†^, **Dio2** * ^†^, **Dos** ^†^, Elfn1, Errfi1^†^, Etnk1* ^†^, **F1LN23**, Fam160b1* ^†^, Gadd45b, Galntl1* ^†^, **Gem** * ^†^, **Gls2** ^†^, **Grm2**, Il20ra, Ipcef1, **Irak2** * ^†^, **Kcnq4** *, Kctd3* ^†^, Lmo1, LOC691317*, **Nr4a1** ^†^, **Nr4a3** ^†^, Osbpl6, Padi4* ^†^, Pde4b* ^†^, **Pde8b** ^†^, **Per2** ^†^, Pnma3, RGD1309903, RGD1310852*, RGD1560523* ^†^, RGD1561499, RGD1565158, Rgs2^†^, **Rxfp2** *, Slc17a6^†^, **Spata2L**, **St8sia2** *, **St8sia5** ^†^, **Syt4** ^†^, **Tinagl1** ^†^, **Zrsr1** * ^†^
**4–8**	7SK*, Actn2, Acy3, Ankrd52^†^, **ARLY** ^†^, **Arpp21** ^†^, Asgr1, **B3gnt2** ^†^, **Bex1** ^†^, **Bhlha15**, **Bsx** *, Cacna1h* ^†^, **Calhm1** *, Calhm2* ^†^, **Camk1g** * ^†^, **Ccrl2** ^†^, Cd8a^†^, Ceacam1, Ceacam10, Clstn3, Csrnp1, D3ZAQ3, **D3ZDX5** ^†^, **D3ZJR7** ^†^, D3ZRS0, D3ZW88* ^†^, D4A582, D4A5F4, **D4A8J6** *, D4ACZ5^†^, D4AE14^†^, **Dnm2** ^†^, **Drd1a**, **Egr1** ^†^, **Elfn1**, **Elfn2** ^†^, Ell2^†^, **EMAL5** *, **Emd** ^†^, **Ephx4**, **Errfi1** ^†^, **Etnk1** * ^†^, **F1LNL3** * ^†^, F1LNM2^†^, **F1LU85** ^†^, **F1LWE5**, F1LXI5, F1LY53, **F1M6I6**, F1M848*, **F1M8Z8**, **Fam160b1** * ^†^, Fam161a*, Farp2* ^†^, **Fdx1** ^†^, Fgd2, Fkbp5* ^†^, **Fry** ^†^, **Gadd45b**, Gal, **Galntl1** * ^†^, Gdf15* ^†^, **Glt8d3** * ^†^, **Gnaz** ^†^, **Gpr158**, **Greb1l** *, **Grm1** ^†^, Hspa1a^†^, Hspa5^†^, **Igf1r** ^†^, **Il20ra**, **Ipcef1**, Irf8^†^, **Itih1**, **Kcnv2**, **Kctd3** * ^†^, Krt19^†^, **Lamb3** ^†^, Lhx2, **Lmo1**, LOC100361460*, LOC100364604, LOC689856, **LOC691141**, **LOC691317** *, Lrp8, Lrrc43, **Lypd6b**, Mal2, Man2a1^†^, Mapk10^†^, Mapk4, **Mbnl2** * ^†^, **Mcam** ^†^, **Mettl8** *, Mfsd2, **MGC94891** *, Mmd^†^, Mmd2^†^, Mt1a^†^, Myh13*, **Ncald** ^†^, Neurog1*, Nos1, **Nptx1** * ^†^, **Osbpl6**, Padi1, **Padi4** * ^†^, **Parvb** ^†^, Pcdh1^†^, **Pde4b** * ^†^, **Pde7b**, Pdzrn3^†^, **Per1**, **Plagl1**, Plcxd1, Plk5* ^†^, **Pmepa1**, **Pnma3**, **PORF1** *, Ptp4a1^†^, **PVR** ^†^, **Q7TP44** ^†^, Rap1gap, **Rcan1** * ^†^, **Rem2**, RGD1309108* ^†^, RGD1309489, RGD1309586*, **RGD1309903**, **RGD1310852** *, **RGD1560523** * ^†^, **RGD1566021** *, **Rgs2** ^†^, **Rlim**, Rnase1*, Rorb*, Scnn1b, Shc3, Sla2, **Slc17a6** ^†^, Slc30a2^†^, **Smc1b**, **Spag4**, **Tbc1d1** ^†^, **Tbc1d30** ^†^, Tbx3, Thap4^†^, Thbs4, Thrb, Tmem108^†^, Tmem225, **Tpcn1** ^†^, **Trank1**, Trnp1, **Tyro3** ^†^, Wfikkn2*, **Xpot** ^†^
**1/4–1/8**	Adra1a, Akr1b8, Angptl4^†^, Atp10a, B4F7B7, Barhl2, Bpil3, Cacna1e, Car8, **Ccdc85a**, **Ccl9** ^†^, Chrna5, Cpt1a^†^, Crp, Crybg3, Cstl1*, **D3ZV53** *, **D3ZW53** *, **D3ZX30**, **D3ZXI1**, D3ZYL1, **D4A0N6**, D4A1L0, Dhrs9, Dscaml1, F1LUT6, **F1LVH8**, F1LW34, F1M0S2, **F1M1I4** *, **F1M7W8**, Frmd4b, **Fscn2**, **Galnt12**, Galnt14, Gata1*, Gng11, Gramd2, Grip2^†^, Gucy1a3^†^, Hook1, **Hs3st2** * ^†^, **Htra4**, IGG2B, Il17re, **Lad1-ps1**, **LOC56764**, **LOC690918** *, Ms4a2, Ms4a3, Ndrg1^†^, **Npy1r** ^†^, Opn1sw* ^†^, Opn3, **Prc1** ^†^, Pter, RGD1308116^†^, RGD1308133, RGD1310773, RGD1559884*, RGD1560925, **RGD1563092**, RGD1564942, **Rgs20**, Rnase1l2*, Slc37a2, Slc39a12, Slc6a13, Slco4c1, Sstr3^†^, **St8sia3** ^†^, Sult1c3, **Tfpi2** ^†^, Ucp3, **Wdr89** ^†^, Zfp385d
**1/8–1/16**	Ccl9^†^, D3ZW53*, F1M7W8, Fbp2, Fscn2, Hs3st2* ^†^, Htra4, HYES, LOC100362965, LOC100365668, LOC690918*, Npy1r^†^, **PTN21** ^†^, **RGD1304931**, **Rptn** *
**1/16–1/32**	Fam111a, **RGD1304963** ^†^
**<1/32**	RGD1304963^†^

*Gene exhibits high relative expression in the pineal gland (see S2 Table).

^†^Gene has previously been found to be differentially expressed between day and night conditions in microarray experiments.

Stimulus deprivation resulting from neonatal SCGX or DCN eliminated nearly all night/day differential changes observed in the Control- and Sham-operated groups (see Fig 1c and 1d). 

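In the DCN group, 0 of 15927 tested genes differed between night and day at an adjusted p-value under 0.001, and 1431 had an unadjusted p-value under 0.05. In the SCGX group, 2 of 15549 genes met the threshold, both higher at night, and 2821 had an unadjusted p-value under 0.05. The common coefficient of variation between replicates was 20.1% in DCN and 9.2% in SCGX. On counts simulated with the spread of the DCN libraries, the same test recovered 48% of 200 changed genes, so a count of 0 does not show that every gene was unchanged. DESeq2 called 27 genes in DCN and 175 in SCGX. Whether the night/day change differed from that in Sham was also tested, as the interaction of group and time with the Sham libraries. A difference in either direction was found for 255 of 16044 genes in DCN at an adjusted p-value under 0.001. In SCGX it was found for 728 of 15892 genes. The test does not ask that a gene changed in Sham or stayed unchanged after the operation, so not every such gene need be a loss. The genes strong in both Control and Sham served as a signed set, chosen on other libraries. Their median log2 fold change in the direction of the intact groups was 2.98 in Control and 2.87 in Sham. In DCN it was 0.38, with 85.4% of 157 genes in that direction (limma's fry set test, p = 0.0161, where an exact permutation of 3 against 3 libraries cannot go below 0.1). The p-value of this set test was 0.0561 without DCN night replicate 1 and 0.0544 without DCN day replicate 2. In SCGX it was -0.08, with 42.1% of 159 genes in that direction (fry, p = 0.0844, with the same limit of an exact permutation), and without SCGX day replicate 2 the p-value of the set test was 0.0332. With camera and an estimated correlation in place of fry, the p-values were 0.0343 in DCN and 0.232 in SCGX. Without 1 DCN library, camera's p-value in DCN was between 0.0118 and 0.0808. A night score was defined after the data were examined, as the mean signed log2 level of the 372 genes strong in Control, set to 0 at Control day and 1 at Control night. Sham scored 0.095 ± 0.027 (SD, n = 3) at day and 0.967 ± 0.078 at night. DCN scored 0.151 ± 0.043 at day and 0.252 ± 0.041 at night, and SCGX 0.313 ± 0.037 at day and 0.281 ± 0.013 at night.

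**Figure D1:**
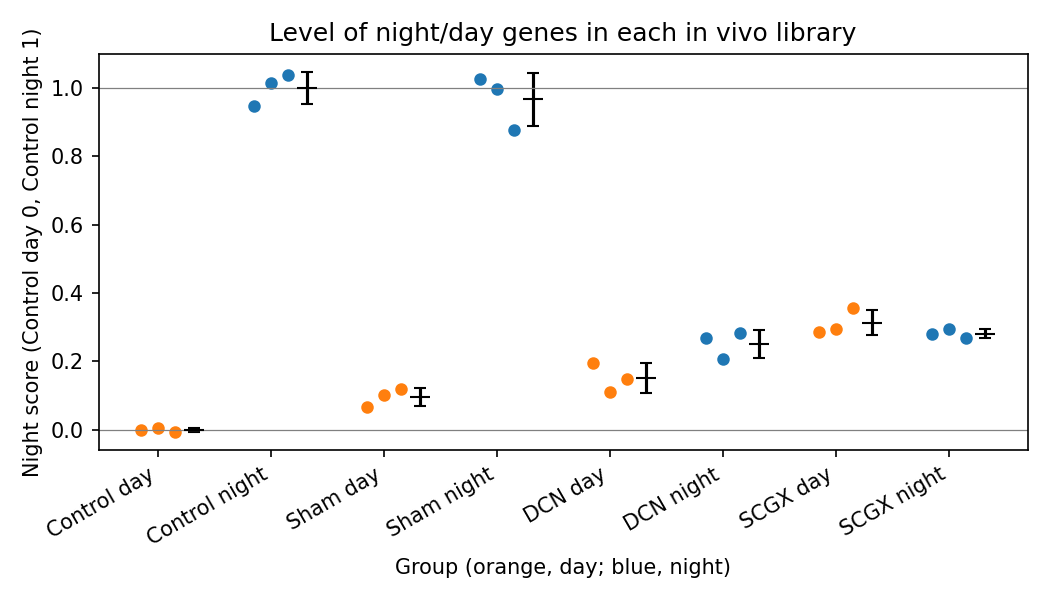
Night score of each of the 24 in vivo libraries (y-axis; no unit, with Control day at 0 and Control night at 1) by group and time (x-axis); points are libraries, bars the mean and SD of 3. Control and Sham night libraries lie between 0.878 and 1.038, and all DCN and SCGX libraries between 0.110 and 0.356.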

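Principal components were computed from log2 CPM (library totals scaled by TMM, prior count 2) of the 500 genes of highest variance in the 24 in vivo libraries. The first component held 38.7% of the variance. Control night and Sham night libraries scored between 27.4 and 43.6 on it, and every other library between -20.4 and 3.0. The second component held 24.3% of the variance and was set by a pair of libraries, DCN day replicate 1 at 54.8 and Sham night replicate 3 at 47.7, while the others lay between -18.9 and 1.7. No test was applied to these scores. With a variance-stabilizing transformation the first component held 59.4% of the variance, and the intact night libraries again scored above all others.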

Principal component analysis reveals that the SCGX and DCN samples for both day and night cluster tightly with the Sham-day and Control-day samples (S2e Fig). Furthermore, when the SCGX or DCN groups were directly compared with the Sham group, the vast majority of the differences were found at night in rhythmic genes (S2a–S2d Fig). All of these observations are consistent with the hypothesis that the changes resulting from SCGX and DCN are primarily due to the loss of SCG-mediated central neural stimulation.

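Cross-group differences were counted at an adjusted p-value under 0.001 with a fold change greater than 2 and then sorted by the night/day result of the Control group, which took no part in them. A gene was taken as rhythmic at an adjusted p-value under 0.05 in Control, which held for 35.3% of the genes tested there. At night, 136 genes differed between DCN and Sham, of which 133 (97.8%) were rhythmic: 116 night genes were lower and 16 day genes higher in DCN. At night, 245 genes differed between SCGX and Sham, of which 231 (94.3%) were rhythmic. At day, 0 genes differed between DCN and Sham, with 3560 genes at an unadjusted p-value under 0.05. In the SCGX glands at day, 86 genes differed from Sham, of which 71 (82.6%) were rhythmic: 41 night genes were higher and 24 day genes lower in SCGX. With DESeq2 the counts were 779 (DCN, night), 770 (SCGX, night), 135 (DCN, day) and 300 (SCGX, day), with 58.5% of the DCN genes at day being rhythmic. Fits without 1 library gave fewer genes at night, between 0 (without DCN night replicate 2) and 66 for DCN and between 10 (without SCGX night replicate 1) and 119 for SCGX, except without Sham night replicate 3, where they gave 212 and 408. At day, such fits gave between 6 (without SCGX day replicate 1) and 101 (without Sham day replicate 1) genes for SCGX.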

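Across 15771 genes, the log2 fold changes of DCN and SCGX against Sham at night had a Pearson correlation of 0.947 and a Spearman correlation of 0.908. Both share the Sham libraries, whose error alone gives a correlation: in 20 simulations with no change in any group it was 0.508 on average and at most 0.544. The simulations gave every group the same spread per gene. Sham night replicates differed more, with a chi-square per degree of freedom of 21.5 to 44.41. It was 17.72 to 19.38 for DCN night and 8.49 to 10.6 for SCGX night. Shared error alone may therefore give a higher correlation than simulated, and no comparison without a shared library was run at night. Genes are not independent replicates, so no p-value is given. From the loss of night/day differences, the position of the operated groups near the day samples and the predominance of rhythmic genes at night, the paper proposes that the effects of both operations are mainly a loss of central neural stimulation through the ganglia.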

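With edgeR's quasi-likelihood test, 0 genes differed between DCN and Sham at an adjusted p-value under 0.001 with a fold change greater than 2 in the same direction at both times, since none met the threshold at day. At day, 407 genes had an adjusted p-value under 0.05. DESeq2's Wald test gave 49 genes under the same criteria, 17 higher and 32 lower in DCN. Fitting all 24 in vivo libraries in 1 model gave 30 genes. For SCGX against Sham the same criteria gave 6 genes, 2 higher and 4 lower, and 49 genes with DESeq2. Leaving out any 1 of the SCGX libraries gave 0 genes.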

A small set of genes were identified in which the expression differed significantly (adjusted-p < 0.001), substantially (FC > 2 in either direction), and consistently (FC in the same direction at both day and night) between the DCN and Sham groups (Table 2, S2 Dataset). Of particular note: at both day and night the gene Serpina1 exhibited a >6-fold reduction in expression in the DCN group compared with the Sham group. Weaker but still significant effects were observed in Serpina1 when comparing the SCGX group to the Sham group.

**Table 2:** Genes with consistent differential expression in the DCN group relative to the Sham group. These genes displayed significant (adjusted-p < 0.001) differentials across 2 analyses: DCN-day vs Sham-day and DCN-night vs Sham-night. Genes are classified by the least-extreme fold change across both analyses. The complete results for these analyses are available in the SI (S2 Dataset).

Fold Change	Gene Symbol
**>8**	-
**4–8**	Rcvrn, LOC681316, RGD1304731
**2–4**	Gabra1, F1LZ56, RGD1306717, Kcnab1^†^, E9PSL1, March4, Cldn7, Rnf182, Ppp1r3c, Tuft1, Kcnj11, ABCC8, Rnf222*, D4A4G4, RGD1563692, RGD1563070, Gata5, LOC688006
**1/2–1/4**	Fry^†^ ^‡^, Lnx1^†^, Parm1^§^, Wfikkn2* ^‡^, F1LVN4, Pde4b* ^†^ ^‡^ ^§^, RGS6, Gngt1, F1LWK7, Scg2^†^, D3ZEA8, Ptprn*, Prr16, F1MAG9*, Sult2b1^†^, LOC691300^§^, Rdh2, RGD1563903*, Dclk3* ^†^ ^‡^ ^§^, CAD23, Gpr123, Glod5, Cpe
**1/4–1/8**	Sftpa1, Rln3* ^§^, Pde10a* ^†^ ^‡^ ^§^, Il20ra^‡^, Gda, Tyrp1, Serpina1, Ribc2* ^†^ ^‡^ ^§^
**<1/8**	-

*Gene exhibits high relative expression in the pineal gland (see S2 Table).

^†^Gene has previously been found to be differentially expressed between day and night conditions in microarray experiments (adjusted-p < 0.05).

^‡^Gene has strong (FC > 4 or FC < 0.25) and statistically significant (adjusted-p < 0.001) differential expression in the Control and/or Sham night/day *in vivo* analyses (Table 1).

^§^Gene has strong and statistically significant differential expression in either or both of the treated vs untreated *in vitro* analyses (Table 3).

Three genes dedicated to melatonin synthesis: Asmt, Tph1, and Gch1, were not found to exhibit strong changes in expression as a result of SCGX or DCN. In comparisons between the SCGX/DCN groups with the Sham group at day and night, these three appeared to consistently differ by less than 35%. While some of these differentials were moderately statistically significant (adjusted-p < 0.05), the very small effect size implies that neural stimulation is not required to maintain relatively-high levels of expression.

### *In vitro* differential expression of pineal transcripts resulting from treatment with norepinephrine or dibutyryl cyclic AMP

As indicated in the introduction, neural control of pineal transcription involves release of norepinephrine and elevation of the second messenger cyclic AMP. This was extended using pineal organ culture. 

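In this experiment, pineal glands were kept in organ culture for 48 hours and then treated for 6 hours with 1 µM norepinephrine (NE), the transmitter of the sympathetic nerves of the gland, or with 500 µM dibutyryl cyclic AMP (DBcAMP), a membrane-permeable analog of cyclic AMP, or left untreated. Each of the 3 conditions had 3 libraries made from pooled glands, and the authors counted and deposited read-pairs per gene as in vivo. Between 12556861 and 18524435 read-pairs per library were counted on genes, with medians of 14774444 in untreated, 14026528 in NE and 13170054 in DBcAMP libraries. The 10 most abundant genes took between 12.8% and 15.4% of the counts. Both comparisons used the test, filter and thresholds of the in vivo comparisons and share the untreated libraries. The common coefficient of variation was 8.1% with NE and 9.1% with DBcAMP, against 9.2% to 28.2% in the night/day comparisons in vivo.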

Glands were incubated for 48 hours under control conditions and then treated with norepinephrine or dibutyryl cyclic AMP. 

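With NE, 1726 of 15206 tested genes differed from untreated glands at an adjusted p-value under 0.001, 1018 higher and 708 lower. A fold change greater than 4 was found for 124 of them, 113 higher and 11 lower. DBcAMP changed 2538 of 15176 genes at this threshold, 1462 higher and 1076 lower, and 215 changed more than 4-fold, 200 higher and 15 lower. Without a filter on low counts the totals were 2699 with NE and 3913 with DBcAMP. With library size as the only scaling, 785 of 1853 genes were higher with NE and 1069 of 3012 with DBcAMP. The number of strong genes was between 116 and 135 with NE and between 177 and 214 with DBcAMP when 1 library was left out at a time, 85 and 143 with at least 10 read-pairs in every library, and 91 and 163 with DESeq2 and its fold change prior.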

Subsequent RNA-Seq analysis found that 97 genes displayed strong and statistically significant differential expression in the norepinephrine-treated vs untreated analysis, and 170 in the dibutyryl-cyclic-AMP-treated vs untreated analysis (adjusted-p < 0.001, FC > 4 in either direction, see Fig 1e and 1f). 

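Strong changes in the same direction with both treatments were found for 94 genes, 90 higher and 4 lower than in untreated glands. The smaller of the 2 fold changes was between 4 and 8 for 60 genes and over 32 for 3. In 20 simulations with no change in any group, 0 genes met the criteria in both. With DESeq2 the overlap held 100 genes, and with DESeq2 and its fold change prior 77.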

A set of 78 genes met these criteria in both analyses (see Table 3, Fig 2b, S3 Dataset).

**Table 3:** Genes significantly differentially expressed in pineal gland tissues in response to *in vitro* treatment with NE or DBcAMP (adjusted-p < 0.001). Genes that exhibit strong differential expression in both the NE and DBcAMP analyses are listed in bold (genes are classified by the least-extreme fold change across the two analyses). A complete list of all genes with fold changes, p-values, and normalized expression estimates is available in the SI (S3 Dataset).

Fold Change	Gene Symbol
**>32**	**Aanat** * ^†^, RGD1305627, **Slc15a1** ^†^
**16–32**	Dclk3* ^†^, **Dusp1** ^†^, Fcer1a* ^†^, Il11, Nr4a1^†^, Rgs2^†^
**8–16**	**Actn2**, Atp7b* ^†^, Bhlha15, Calca, Ccrn4l, **Cd24** ^†^, **Chd5**, Chst2^†^, CREM* ^†^, D4A599, **Dclk3** * ^†^, Dct, **F1LWE5**, Fam148b, **Fcer1a** * ^†^, Giot1, Gpd1, Grm2, Has1, Hcrtr1^†^, Il6, **Ipcef1**, **Irs2** * ^†^, Kcnk10, Kcnq4*, LOC100360880, LOC100361460*, LOC691300, Mstn, **Mustn1**, Nap1l5^†^, Nefh, Nlrp10, Nmu, **Nptx1** * ^†^, **Nr4a1** ^†^, Nr4a3^†^, **Pde10a** * ^†^, **Pdp2** ^†^, Plagl1, **Ptch1** * ^†^, **Rgs2** ^†^, **Ribc2** * ^†^, Rln3*, Rrad, **Sik1** * ^†^, Slc17a6^†^, Sstr2, Tinagl1^†^, Vgf
**4–8**	Adamts15, **Ankrd13b**, **Atp7b** * ^†^, B3gnt2^†^, **B3gnt8** *, **Bhlha15**, Bsx*, **Camk1g** * ^†^, Cbln1, **Ccrn4l**, **Chst2** ^†^, Cited1*, Clic6, Clstn3, **Coq10b** * ^†^, Cpd, **CREM** * ^†^, Csf3, Cxcl3, Cxcl6, D3ZD52, D3ZHM0, D3ZVN6, **D3ZW88** * ^†^, D4AA43, **Dos** ^†^, Drd4* ^†^, Errfi1^†^, **Etnk1** * ^†^, F1LU85^†^, F1LXI5, F1LZR9, F1M1S6, F1M578, F1M8Z8, Fam107b, Fam160b1* ^†^, Fam46b, Fam71e2, **Fdx1** ^†^, **Fgd2**, Fos, Gadd45b, Gchfr, **Gem** * ^†^, **Ggcx** *, **Giot1**, Gjc2, Glt8d3* ^†^, **Gpd1**, Gpr83, Gprc5a, Greb1l*, **Grm2**, **Hcrtr1** ^†^, Herc4, Hhip^†^, Id1^†^, Il1b, Il1rn, Il22, Inhba, **Irak2** * ^†^, **Kcnq4** *, Klf4, **Lamb3** ^†^, LOC100360507, **LOC100360880**, **LOC100361460** *, LOC681749, **LOC691300**, Lrrn3^†^, Lxn^†^, Mal2, Map3k8, Masp1, Mfsd2, **MGC94891** *, Mmd2^†^, **Mstn**, Musk*, Myo16, **Nap1l5** ^†^, **Nmu**, Nod2, **nod3l** ^†^, Nos1, Nos2, Npas4, Nppc, Nr4a2, **Nt5dc3**, Nt5e, **Osbpl6**, **Padi4** * ^†^, **Parm1**, **Pde4b** * ^†^, Pde8b^†^, Pdxk, Plk3, Prickle1, **Prokr2**, Prrg4, Ptp4a1^†^, Q6MG91, Q7TP44^†^, Rasd1, Rassf8, Rcan1* ^†^, **Rem2**, **RGD1560523** * ^†^, RGD1564664, RGD1566021*, RGD1566035, Rhobtb3, Rlim, **Rln3** *, **Rrad**, Rxfp1, Rxfp2*, Scnn1b, **Scnn1g**, Sgk493, **Slc16a6**, **Slc17a6** ^†^, Slc23a2^†^, **Slc25a25**, **Slc30a2** ^†^, Slc30a3, Sostdc1, Spt1, **Sstr2**, **St8sia2** *, Syt13, **Syt4** ^†^, **Tbc1d1** ^†^, Thbd, **Tinagl1** ^†^, **Tkt**, Top1, **Wnt10a** ^†^, **Xpot** ^†^, Yod1, **Zrsr1** * ^†^
**1/4–1/8**	F1M1I4*, Klkb1, Lgi2, **LOC690918** *, PTN21^†^, **RGD1308133**, Slitrk6, Wnt2b*
**<1/8**	-

*Gene exhibits high relative expression in the pineal gland (see S2 Table).

^†^Gene has previously been found to be differentially expressed between day and night conditions in microarray experiments.

Interestingly, even though the Serpina1 gene displays no apparent night/day differential expression *in vivo*, it does display a moderate increase in expression *in vitro* when treated with NE (adjusted-p = 0.00001, FC = 2.61) or dibutyryl cyclic AMP (adjusted-p = 0.030, FC = 1.73) (S3 Dataset).

Comparison of the *in vivo* and *in vitro* experiments revealed strong concordance between the *in vivo* Control and Sham-operated day/night experiments and both *in vitro* treated/untreated experiments, with 49 genes exhibiting strong (FC > 4 in either direction) and highly-significant (adjusted-p < 0.001) differential expression in all four analyses (see Fig 2c; S1 Table).

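Strong and significant changes in the same direction in Control, Sham, NE and DBcAMP were found for 44 genes, 43 higher and 1 lower. DESeq2 gave 60 such genes, and DESeq2 with its fold change prior 48. With edgeR and without 1 Sham library there were between 17 and 32, except without night replicate 3, where there were 49. Of the 160 genes strong in both Control and Sham, 159 were tested in culture. Their change with NE had the night direction for 155 genes (97.5%, exact Clopper-Pearson 95% interval 93.7% to 99.3%), with a median log2 fold change of 1.60 in that direction. With DBcAMP this held for 151 genes (95.0%, interval 90.3% to 97.8%), with a median of 1.48. Genes higher at night followed NE in 144 of 145 cases and genes lower at night in 11 of 14. With DBcAMP these counts were 142 of 145 and 9 of 14. At an adjusted p-value under 0.001, NE changed 145 of the 159 genes in the night direction and 0 in the opposite one. DBcAMP changed 135 in the night direction and 2 in the opposite one, both of them genes lower at night. Genes are not independent replicates, and the intervals cover counting error only.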

### Identification of pineal marker genes

Comparison of the abundance of transcripts in the pineal gland (at both day and night) with other tissues identified a set of 349 strongly-expressed genes (normalized read-pair count > 30) with a maximum-likelihood fold change greater than 8 in the pineal gland at either day or night (S3 Fig, S2 Table, S4 Dataset). 

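This comparison used 1 library each of pineal glands at day, pineal glands at night and pooled RNA of other tissues (mixed tissue), so it has no replicates. The libraries held 28836161, 36751559 and 38574186 read-pairs on genes. Size factors were computed by the median-of-ratios method on each pair of libraries compared. With a mean normalized count over 30 and a ratio of pineal to mixed tissue over 8, 221 genes were enriched at day, 360 at night and 163 at both times, giving 418 genes at either time. Scaling by library size gave 365 genes, and a count over 30 in the pineal library alone gave 465. Of the 418 genes, 29 had at most 3 read-pairs in mixed tissue, 9 of them 0, so their ratios are imprecise. With those genes set to 3 read-pairs in mixed tissue, the median log2 ratio was 4.14 at day and 3.98 at night. Strong night/day changes in Control or Sham were found for 130 of the 418 genes.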

Due to the unavailability of biological replicates in this comparison, hypothesis tests could not be performed on these comparisons. Thus, in the absence of other corroborative evidence (such as data from other studies [9]), genes identified as being highly expressed in the pineal gland by this analysis alone are best viewed as potential candidates for further investigation using other experimental approaches.

## Discussion

This effort has expanded our knowledge of the impact that neural stimulation has on the pineal transcriptome by identifying regulated genes that are expressed differentially on a 24-hour schedule. Perhaps the most remarkable element is the requirement of sympathetic neural stimulation for essentially all of the observed 24-hour changes in thousands of pineal transcripts. This adds to evidence that the transcriptome profile can be dynamically regulated by neurotransmission, while providing little-to-no support for the view that peripheral mechanisms operating within the rat pineal gland play an important role in the night/day changes in gene expression in this tissue, a topic that deserves further study.

In the case of the pineal gland, it is likely that many of the observed changes occur in pinealocytes, which constitute more than 95% of the cells in the rodent pineal gland [39]. However, it is also possible that some of the observed changes occur in other resident cell types including interstitial cells, endothelial cells, glia cells, or in transient cells. Establishing the precise localization of the observed changes in transcript abundance is important in understanding the functional relevance of the observed changes.

Previous analyses of the daily changes in the pineal transcriptome have made it clear that essentially all aspects of cell physiology are subject to neural control [9]. It would appear that this reflects the dedication of the pineal gland to the daily production of melatonin. Although one of the enzymes in this pathway is under neural control, such control appears to involve processes with no obvious link to melatonin production, including many unrelated functions linked to lipid biology, small molecule transport, extracellular matrix processing, cell-cell contact and other processes.

### Transsynaptic control of the pineal transcriptome

It is well-established from previous studies that production of melatonin is neurally controlled via the norepinephrine/cyclic AMP mechanism [9]. In this study we extended the observation that many of the changes in transcript abundance that occur at night are reproduced *in vitro* by treatment with either norepinephrine or dibutyryl cyclic AMP. This included the transcription factor encoding genes Nr4a1 and Nr4a3 which were found in previous studies to increase at night and in response to norepinephrine [9, 40]. Thus, this adds to evidence that these transcription factors are likely to mediate cyclic AMP control of the pineal transcriptome. All of these observations provide strong support for the hypothesis that neural stimulation via norepinephrine drives the bulk of the observed changes in the pineal transcriptome. However, the results also provide reason to consider that some neurally induced changes seen *in vivo* on a night/day basis are not simply a reflection of the presence of norepinephrine acting through cyclic AMP. Many genes with observed *in vivo* night/day differentials did not exhibit strong and statistically significant differential between untreated and treated samples, *in vitro*. 

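Of the 160 genes strong in both Control and Sham, 44 were also strong with both treatments, 8 with NE alone and 10 with DBcAMP alone. The remaining 98 genes (61.3%) were not found strong with either, 86 of them higher and 12 lower at night. They include 1 gene that was not tested in culture. For the others, being below the threshold in culture does not show that the response differed from that in vivo. The difference between the experiments was not tested.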

There are several possible hypothetical explanations for this. First of all, the statistical methods used here do not guarantee uniform power between experiments and such apparent discrepancies can occur by chance. Secondly, it is possible that the pineal gland is less responsive in organ culture because *in vitro* conditions do not optimally reproduce *in vivo* conditions, and (undetermined) essential factors may be absent from the defined culture medium. This phenomenon has been observed in the pineal gland with the adrenergic stimulation of Drd4 expression, which is known from previous studies to require the addition of thyroid hormone [41]. Similar dependencies may exist for other genes. Thirdly, it is possible that these apparent inconsistencies between night/day and treated/untreated differentials may be due to the involvement of other transmitters. One candidate for this role is acetylcholine, which might be released via either central or peripheral cholinergic innervation of the pineal gland and act through highly-expressed nicotinic acetylcholine receptors [42]. Similarly, neuropeptide Y might play a role; it is present in sympathetic nerves innervating the pineal gland and could act through the neuropeptide Y receptor 1 [43, 44].

Furthermore, the observation that many of the genes induced by norepinephrine are also induced by dibutyryl cyclic AMP treatment supports the view that the effects of norepinephrine are mediated by cyclic AMP. This observation does not, however, preclude the possibility that second messengers other than cyclic AMP might be required for norepinephrine to control the abundance of some genes. 

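Across 15016 genes tested with both treatments, the log2 fold changes with NE and DBcAMP had a Pearson correlation of 0.844 and a Spearman correlation of 0.818, and 83.4% of genes had the same sign. Both treatments share the untreated libraries, whose error alone gives a correlation. In simulations with no change in any group, the Pearson correlation was 0.479 on average and at most 0.503, and 66% of genes had the same sign. These correlations are across genes, which are not independent replicates.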

Candidates for this role include Ca^++^, cyclic GMP and phospholipids, all of which are controlled by norepinephrine and could modulate cyclic AMP induction of genes [25, 45–47].

### The effects of SCGX and DCN: Similarities and Differences

The ganglionectomy and decentralization surgical procedures were expected to produce somewhat similar phenotypes, as both eliminate or at least greatly reduce the rhythmic stimulation of the pineal gland. By comparing and contrasting these groups with one another and with the sham-surgery group we were able to identify previously unidentified subtleties in the regulation of the pineal transcriptome.

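At an adjusted p-value under 0.05, 287 genes differed between night and day in SCGX and 0 in DCN. The difference between the groups was tested itself in the 12 SCGX and DCN libraries. With edgeR, no gene showed an interaction of group and time at an adjusted p-value under 0.001. Of 15774 genes tested, 1665 had an unadjusted p-value under 0.05. DESeq2 found 2 genes at an adjusted p-value under 0.001. With 1 estimate of the spread per gene shared by all in vivo libraries, the counts at an adjusted p-value under 0.05 were 25 in SCGX and 20 in DCN.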

Our analyses detected more statistically significant night/day differentially expressed genes in the SCGX animals than in the DCN animals. This apparent difference could be a coincidence, or could be due to the effects of circulating catecholamines, which gain access to pinealocytes in the absence of sympathetic nerves in the pineal gland of the SCGX animals. The sympathetic innervation of the pineal gland, responsible for uptake of extracellular catecholamines, is eliminated by SCGX, but remains intact in DCN animals, thereby preventing stimulation by these circulating catecholamines [32].

Our comparisons of the DCN and SCGX animals to the sham-surgery animals suggest that the neonatal interruption of neural stimulation does not broadly alter the pineal transcriptome other than preventing rhythmic changes in gene expression. 

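Of the genes enriched in the pineal gland over mixed tissue, those without a strong night/day change in Control or Sham were followed in the operated groups. At day, 90.3% of 278 such genes were within 2-fold of Sham in DCN and 85.1% of 281 in SCGX, against 92.1% and 93.0% of all tested genes, with median log2 fold changes of the pineal genes of -0.02 and 0.10. At night these shares were 66.7% of 282 genes in DCN and 74.0% of 281 in SCGX, against 86.1% and 87.4% of all tested genes. An adjusted p-value under 0.001 was reached at day by 0 of the pineal genes in DCN and 17 in SCGX. At night it was reached by 5 in DCN and 13 in SCGX. Only genes with a strong night/day change were left out, so pineal genes with a smaller one stay in the set. For those genes, a difference from Sham at night can be the lost night/day change itself. The values at night therefore cannot tell whether pineal genes without a night/day change were altered.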

The principal component analysis and the cross-group analyses demonstrated that any differences in the pineal transcriptome resulting from developmental changes in the SCGX or DCN animals are (at worst) minor in comparison to the profound changes that occur between night and day conditions in intact rats (S2 Fig, S2 Dataset). In addition, we found only small changes of three pineal marker genes, Tph1, Asmt, and Gch1, indicating that neural stimulation is not required to maintain these outstanding features of the pineal transcriptome during post-neonatal development.

An interesting observation was made in this study regarding Serpina1, a member of the Serpin family of peptidase inhibitors, which has been well studied biochemically and in human disease [48, 49]. This gene was downregulated following SCGX and DCN, and was upregulated following treatment with norepinephrine or dibutyryl cyclic AMP. This, together with the knowledge that it is a secreted protease inhibitor, provides reason to speculate that the encoded protein mediates neurotransmission-dependent control of the extracellular matrix by inhibiting extracellular proteases, as is the case for another serpin family member, neuroserpin [49, 50]. Serpina1 might mediate neural regulation of cell-cell attachments, sympathetic synaptic architecture, features of vascularization, or some combination thereof.

### Impact on future investigations

The results presented here provide a number of valuable resources for future investigators. Tables in the SI provide the abundances and fold changes for all annotated genes and for all analyses. This includes genes exhibiting strong and statistically significant *in vivo* night/day differential expression and those exhibiting strong and statistically significant *in vitro* treated/untreated differential expression. Additionally, the SI provides data comparing the abundance of each transcript in the pineal gland to average expression in other tissues. These resources could be useful in identifying potentially productive targets for further study.

## Methods

### *In vivo* night/day differential expression of pineal transcripts

To identify and characterize rhythmic transcripts and to study the effects of surgical stimulus deprivation *in vivo*, pineal gland samples were taken from adult rats in each of four groups and each of two time points. The four surgical groups were: no surgical intervention (Control); neonatal sham surgery (Sham); neonatal bilateral SCG decentralization (DCN); neonatal bilateral superior cervical ganglionectomy (SCGX) [21]. Each surgical group had 18 to 20 animals, which were then divided into two sub groups which were euthanized at mid-day (ZT7) or midnight (ZT19). Samples were pooled into three biological replicates for each of the eight biological conditions (24 pooled samples, total).

### *In vitro* differential expression of pineal transcripts resulting from treatment with norepinephrine or cyclic AMP

To further elucidate the relationship between innervation and transcript regulation, a second experiment was run using pineal gland organ culture[51]. Three treatment conditions were compared: untreated control (Untreated), norepinephrine-treated (NE), and dibutyryl-cyclic-AMP-treated (DBcAMP). For each of the three treatment conditions, samples were pooled into three biological replicates (9 pooled samples, total).

### Identification of pineal marker genes

To identify transcripts that are highly expressed in the pineal gland relative to other tissues, pineal gland samples were taken at mid-day (ZT7) or midnight (ZT19). Additional samples were taken from the following tissues at ZT7: cortex, cerebellum, midbrain, hypothalamus, hindbrain, spinal cord, retina, pituitary, heart, liver, lung, kidney, skeletal muscle, small intestine, and adrenal gland. Total RNA was extracted from each tissue, and then equal amounts of each of the 15 tissues were combined for the final pooled “mixed-tissue” sample. Three pooled samples were created: one each for pineal-day, pineal-night, and mixed-tissue (3 pooled samples, total).

### Animals

Sprague Dawley rats (Taconic Farms, Germantown, NY) were used for these studies and were maintained on a 14:10 light:dark (L:D) cycle.

For the *in vivo* differential expression experiments, timed pregnant animals were used; on postnatal day 5 male and female pups were divided into the four surgical groups and subjected to the respective surgical interventions. Animals were then maintained in a 14:10 L:D cycle until day 40. For the *in vitro* experiments, female rats were used that had been maintained for at least two weeks in a 14:10 L:D cycle before being euthanized (2 to 3 months old).

Animals were euthanized by CO_2_ asphyxiation and decapitated. Animals sacrificed at ZT19 were decapitated in dim red light. Pineal glands were immediately placed in microtubes on solid CO_2_ (three glands per tube); samples of other tissues (approximately 10 mg) were rapidly prepared and placed in individual tubes. Tissues were stored at -80°C until use.

Animal use and care protocols were approved by the NIH Institutional Animal Care and Use Committee and followed the guidelines of the National Research Council's Guide for Care and Use of Laboratory Animals (Vol. 8) and the Animal Research: Reporting *In vivo* Experiments (ARRIVE) guidelines.

### Surgical procedures

The neonatal DCN and SCGX were based on modifications to previously published procedures for adult rats (See SI) [21].

### Organ culture

For the *in vitro* experiments, pineal glands were cultured as described [51] for a period of 48 hours under control conditions, then treated with norepinephrine (NE; 1 μM) or dibutyryl cyclic AMP (DBcAMP; 500 μM), or left untreated (CN) for 6 hours before being harvested into microtubes placed on solid CO_2_ (three glands per tube).

### Sample preparation and sequencing

RNA was prepared from pools of pineal glands and from samples of “mixed-tissue” RNA as detailed in the SI.

To minimize sequencing batch effects all samples from each experiment were barcoded and pooled into combined libraries. The strand-specific pooled libraries were sequenced on a HiSeq2000 (Illumina, San Diego, CA) using version 3 chemistry. The resultant reads were aligned with the RNA-STAR aligner, using the rn4/RGSC3.4 genome assembly and Ensembl transcript annotation, release 69 [52, 53]. Quality control metrics were calculated and visualized using the QoRTs software package, and no major artifacts or abnormalities were found [54]. Additional details concerning the sequencing, library preparation, and alignment are described in the SI.

### Differential expression analysis

Gene read counts were provided by QoRTs, using the same algorithm defined by the HTSeq package [55]. Differential expression analysis was performed using DESeq2 [56]. In each analysis, genes with a mean normalized read-pair count of less than 5 were not tested.

The pineal marker gene analysis followed a slightly different methodology. Two separate comparisons were run: pineal-day vs mixed-tissue and pineal-night vs mixed-tissue. These comparisons were run without biological replicates, and thus the biological dispersion could not be rigorously estimated and no statistical hypothesis tests could be performed. Instead, the maximum likelihood fold changes were calculated between the pineal and mixed tissue samples using DESeq2. Gene lists were generated using simple thresholds on the mean read-pair count and the maximum likelihood fold changes between the pineal and mixed-tissue samples. We selected a normalized read-pair count threshold of 30 and a fold change threshold of 8.

## Supporting Information

S1 Appendix Supplementary methods. (DOCX) Click here for additional data file.

S1 Dataset Complete results tables for genes differentially expressed in the pineal gland on a night/day basis, *in vivo*. (XLSX) Click here for additional data file.

S2 Dataset Complete results tables for the SCGX/DCN vs Sham analyses. (XLSX) Click here for additional data file.

S3 Dataset Complete results tables for genes differentially expressed in pineal gland in response to *in vitro* treatment with norepinephrine or dibutyryl cyclic AMP. (XLSX) Click here for additional data file.

S4 Dataset Complete results tables for mixed-tissue vs pineal-gland comparisons. (XLSX) Click here for additional data file.

S1 Fig Comparison of gene lists detected by the Control day-vs-night RNA-Seq analysis and a previous microarray-based analysis. Gene lists were compiled using an adjusted-p-value threshold of 0.05 and a fold change threshold of 2 (in either direction). *Note: 22 gene names that were found in the microarray results could not be matched with any current or former gene name of any known gene name in the Ensembl (release 69) or RGD (version 6) databases. Additionally: 155 microarray probe loci met the significance/fold-change criteria, but were not annotated with any known gene. These genes/probes were not counted in the figure above.
(TIF) Click here for additional data file.

S2 Fig Summary plots for the cross-group analyses, in which SCGX and DCN groups were compared with the Sham group at both day and night. (a-d) MA plots for all four comparisons. Statistically significant genes (adjusted-p < 0.001) are marked with dots, colored based on their night/day differential status from the Control night/day analysis: blue indicates that the gene is upregulated at night, red indicates that it is downregulated at night, black indicates that the gene is not significantly differentially expressed between night and day (adjusted-p > 0.05). The displayed counts indicate the number of dots of each color above or below the FC > 2 or FC < 0.5 thresholds. A complete list of all genes with fold changes, p-values, and normalized expression estimates is available in the SI (S3 Dataset). (e) Plot of the first two principal components from a principal component analysis across all 24 *in vivo* samples. Note that based on the first principal component, the Control-Night and Sham-Night samples cluster strongly to the right, while all other samples (including the SCGX and DCN samples for both day and night) cluster strongly to the left.
(TIF) Click here for additional data file.

S3 Fig MA plot of the comparisons between mixed tissue with pineal glands at both day and night. Genes were marked in red if the mean normalized read-pair count exceeded 30 and if the (maximum-likelihood) fold change was greater than 8. Note that due to the lack of replicates no significance p-values could be calculated.
(TIF) Click here for additional data file.

S1 Table Genes exhibiting differential expression in both *in vivo* and *in vitro* experiments. The genes listed exhibit statistically significant (adjusted-p < 0.001) differentials in all of the following four comparisons: Control night vs day, Sham night vs day, untreated vs NE-treated, and untreated vs DBcAMP-treated.
(DOCX) Click here for additional data file.

S2 Table Genes with relatively high expression in the pineal gland. Gene symbols (when available) of all genes with > 32-fold enrichment in the pineal gland (day and/or night) and mixed non-pineal tissues. Genes that exhibit high relative expression in both the day and night analyses are listed in bold (based on the minimum of the two fold changes). A more complete list is available in the SI (S4 Dataset).
(DOCX) Click here for additional data file.

## References

[1] BustosDM, BaileyMJ, SugdenD, CarterDA, RathMF, MollerM, et al Global daily dynamics of the pineal transcriptome. Cell and tissue research. 2011;344(1):1–11. Epub 2011/02/09. 10.1007/s00441-010-1094-1 .21302120

[2] KleinDC, BaileyMJ, CarterDA, KimJS, ShiQ, HoAK, et al Pineal function: impact of microarray analysis. Molecular and cellular endocrinology. 2010;314(2):170–83. Epub 2009/07/23. 10.1016/j.mce.2009.07.010 19622385PMC3138125

[3] KarolczakM, KorfHW, StehleJH. The rhythm and blues of gene expression in the rodent pineal gland. Endocrine. 2005;27(2):89–100. Epub 2005/10/12. 10.1385/ENDO:27:2:089 .16217122

[4] MarondeE, StehleJH. The mammalian pineal gland: known facts, unknown facets. Trends in endocrinology and metabolism: TEM. 2007;18(4):142–9. Epub 2007/03/22. 10.1016/j.tem.2007.03.001 .17374488

[5] HumphriesA, KleinD, BalerR, CarterDA. cDNA array analysis of pineal gene expression reveals circadian rhythmicity of the dominant negative helix-loop-helix protein-encoding gene, Id-1. Journal of neuroendocrinology. 2002;14(2):101–8. Epub 2002/02/19. .1184936910.1046/j.0007-1331.2001.00738.x

[6] RoseboomPH, CoonSL, BalerR, McCuneSK, WellerJL, KleinDC. Melatonin synthesis: analysis of the more than 150-fold nocturnal increase in serotonin N-acetyltransferase messenger ribonucleic acid in the rat pineal gland. Endocrinology. 1996;137(7):3033–45. Epub 1996/07/01. 10.1210/endo.137.7.8770929 .8770929

[7] BalerR, KleinDC. Circadian expression of transcription factor Fra-2 in the rat pineal gland. J Biol Chem. 1995;270(45):27319–25. Epub 1995/11/10. .759299410.1074/jbc.270.45.27319

[8] KleinDC, CoonSL, RoseboomPH, WellerJL, BernardM, GastelJA, et al The melatonin rhythm-generating enzyme: molecular regulation of serotonin N-acetyltransferase in the pineal gland. Recent progress in hormone research. 1997;52:307–57; discussion 57–8. Epub 1997/01/01. .9238858

[9] BaileyMJ, CoonSL, CarterDA, HumphriesA, KimJS, ShiQ, et al Night/day changes in pineal expression of >600 genes: central role of adrenergic/cAMP signaling. J Biol Chem. 2009;284(12):7606–22. Epub 2008/12/24. 10.1074/jbc.M808394200 19103603PMC2658055

[10] KleinDC, WellerJL, MooreRY. Melatonin metabolism: neural regulation of pineal serotonin: acetyl coenzyme A N-acetyltransferase activity. Proceedings of the National Academy of Sciences of the United States of America. 1971;68(12):3107–10. Epub 1971/12/01. 433200910.1073/pnas.68.12.3107PMC389600

[11] BowersCW, DahmLM, ZigmondRE. The number and distribution of sympathetic neurons that innervate the rat pineal gland. Neuroscience. 1984;13(1):87–96. Epub 1984/09/01. .649348710.1016/0306-4522(84)90261-6

[12] BowersCW, ZigmondRE. The influence of the frequency and pattern of sympathetic nerve activity on serotonin N-acetyltransferase in the rat pineal gland. The Journal of physiology. 1982;330:279–96. Epub 1982/09/01. 717574410.1113/jphysiol.1982.sp014341PMC1225298

[13] LingappaJR, ZigmondRE. A histochemical study of the adrenergic innervation of the rat pineal gland: evidence for overlap of the innervation from the two superior cervical ganglia and for sprouting following unilateral denervation. Neuroscience. 1987;21(3):893–902. Epub 1987/06/01. .362744110.1016/0306-4522(87)90045-5

[14] KleinDC. Photoneural regulation of the mammalian pineal gland. Ciba Foundation symposium. 1985;117:38–56. Epub 1985/01/01. 301551210.1002/9780470720981.ch4

[15] YanovskiJ, WitcherJ, AdlerN, MarkeySP, KleinDC. Stimulation of the paraventricular nucleus area of the hypothalamus elevates urinary 6-hydroxymelatonin during daytime. Brain research bulletin. 1987;19(1):129–33. Epub 1987/07/01. .365183610.1016/0361-9230(87)90175-4

[16] KleinDC, SmootR, WellerJL, HigaS, MarkeySP, CreedGJ, et al Lesions of the paraventricular nucleus area of the hypothalamus disrupt the suprachiasmatic leads to spinal cord circuit in the melatonin rhythm generating system. Brain research bulletin. 1983;10(5):647–52. Epub 1983/05/01. .630749110.1016/0361-9230(83)90033-3

[17] KleinDC, MooreRY. Pineal N-acetyltransferase and hydroxyindole-O-methyltransferase: control by the retinohypothalamic tract and the suprachiasmatic nucleus. Brain research. 1979;174(2):245–62. Epub 1979/10/05. .48712910.1016/0006-8993(79)90848-5

[18] MooreRY, KleinDC. Visual pathways and the central neural control of a circadian rhythm in pineal serotonin N-acetyltransferase activity. Brain research. 1974;71(1):17–33. Epub 1974/05/10. .459528910.1016/0006-8993(74)90188-7

[19] MogaMM, MooreRY. Organization of neural inputs to the suprachiasmatic nucleus in the rat. The Journal of comparative neurology. 1997;389(3):508–34. Epub 1997/12/31. .941401010.1002/(sici)1096-9861(19971222)389:3<508::aid-cne11>3.0.co;2-h

[20] KleinDC, MooreRY, ReppertSM. Suprachiasmatic nucleus: the mind's clock. New York: Oxford University Press; 1991 xvi, 467 p. p.

[21] SavastanoLE, CastroAE, FittMR, RathMF, RomeoHE, MunozEM. A standardized surgical technique for rat superior cervical ganglionectomy. J Neurosci Methods. 2010;192(1):22–33. Epub 2010/07/20. 10.1016/j.jneumeth.2010.07.007 .20637235

[22] HoAK, ChikCL. Post-receptor mechanism in dual receptors regulation of second messengers in rat pineal gland. Progress in clinical and biological research. 1990;342:139–45. Epub 1990/01/01. .2166288

[23] HoAK, ChikCL. Modulation of Aanat gene transcription in the rat pineal gland. Journal of neurochemistry. 2010;112(2):321–31. Epub 2009/10/29. 10.1111/j.1471-4159.2009.06457.x .19860854

[24] KleinDC, SugdenD, WellerJL. Postsynaptic alpha-adrenergic receptors potentiate the beta-adrenergic stimulation of pineal serotonin N-acetyltransferase. Proceedings of the National Academy of Sciences of the United States of America. 1983;80(2):599–603. Epub 1983/01/01. 613238010.1073/pnas.80.2.599PMC393427

[25] VanecekJ, SugdenD, WellerJ, KleinDC. Atypical synergistic alpha 1- and beta-adrenergic regulation of adenosine 3',5'-monophosphate and guanosine 3',5'-monophosphate in rat pinealocytes. Endocrinology. 1985;116(6):2167–73. Epub 1985/06/01. 10.1210/endo-116-6-2167 .2986940

[26] SugdenD, VanecekJ, KleinDC, ThomasTP, AndersonWB. Activation of protein kinase C potentiates isoprenaline-induced cyclic AMP accumulation in rat pinealocytes. Nature. 1985;314(6009):359–61. Epub 1985/03/03. .298457310.1038/314359a0

[27] MarondeE, PfefferM, von GallC, DehghaniF, SchomerusC, WichtH, et al Signal transduction in the rodent pineal organ. From the membrane to the nucleus. Advances in experimental medicine and biology. 1999;460:109–31. Epub 2000/05/16. .1081050710.1007/0-306-46814-x_14

[28] SimonneauxV, RibelaygaC. Generation of the melatonin endocrine message in mammals: a review of the complex regulation of melatonin synthesis by norepinephrine, peptides, and other pineal transmitters. Pharmacological reviews. 2003;55(2):325–95. Epub 2003/05/30. 10.1124/pr.55.2.2 .12773631

[29] RoseboomPH, KleinDC. Norepinephrine stimulation of pineal cyclic AMP response element-binding protein phosphorylation: primary role of a beta-adrenergic receptor/cyclic AMP mechanism. Molecular pharmacology. 1995;47(3):439–49. Epub 1995/03/01. .7700241

[30] MarondeE, SchomerusC, StehleJH, KorfHW. Control of CREB phosphorylation and its role for induction of melatonin synthesis in rat pinealocytes. Biology of the cell / under the auspices of the European Cell Biology Organization. 1997;89(8):505–11. Epub 1998/06/10. .961890010.1016/s0248-4900(98)80006-3

[31] TamotsuS, SchomerusC, StehleJH, RoseboomPH, KorfHW. Norepinephrine-induced phosphorylation of the transcription factor CREB in isolated rat pinealocytes: an immunocytochemical study. Cell and tissue research. 1995;282(2):219–26. Epub 1995/11/01. .856505210.1007/BF00319113

[32] ParfittAG, KleinDC. Sympathetic nerve endings in the pineal gland protect against acute stress-induced increase in N-acetyltransferase (EC 2.3.1.5.) activity. Endocrinology. 1976;99(3):840–51. Epub 1976/09/01. 10.1210/endo-99-3-840 .954673

[33] MunozEM, BaileyMJ, RathMF, ShiQ, MorinF, CoonSL, et al NeuroD1: developmental expression and regulated genes in the rodent pineal gland. Journal of neurochemistry. 2007;102(3):887–99. Epub 2007/07/17. 10.1111/j.1471-4159.2007.04605.x .17630985

[34] FukuharaC, TosiniG. Analysis of daily and circadian gene expression in the rat pineal gland. Neuroscience research. 2008;60(2):192–8. 10.1016/j.neures.2007.10.011 18067983PMC2266823

[35] AndersS, ReyesA, HuberW. Detecting differential usage of exons from RNA-seq data. Genome research. 2012;22(10):2008–17. 10.1101/gr.133744.111 22722343PMC3460195

[36] CoonSL, MunsonPJ, CherukuriPF, SugdenD, RathMF, MollerM, et al Circadian changes in long noncoding RNAs in the pineal gland. Proceedings of the National Academy of Sciences of the United States of America. 2012;109(33):13319–24. 10.1073/pnas.1207748109 22864914PMC3421215

[37] NicolaeM, MangulS, MandoiuII, ZelikovskyA. Estimation of alternative splicing isoform frequencies from RNA-Seq data. Algorithms for molecular biology: AMB. 2011;6(1):9 10.1186/1748-7188-6-9 21504602PMC3107792

[38] WangZ, GersteinM, SnyderM. RNA-Seq: a revolutionary tool for transcriptomics. Nature reviews Genetics. 2009;10(1):57–63. 10.1038/nrg2484 19015660PMC2949280

[39] MollerM, BaeresFM. The anatomy and innervation of the mammalian pineal gland. Cell and tissue research. 2002;309(1):139–50. Epub 2002/07/12. 10.1007/s00441-002-0580-5 .12111544

[40] HumphriesA, WellerJ, KleinD, BalerR, CarterDA. NGFI-B (Nurr77/Nr4a1) orphan nuclear receptor in rat pinealocytes: circadian expression involves an adrenergic-cyclic AMP mechanism. Journal of neurochemistry. 2004;91(4):946–55. 10.1111/j.1471-4159.2004.02777.x .15525348

[41] KimJS, BaileyMJ, WellerJL, SugdenD, RathMF, MollerM, et al Thyroid hormone and adrenergic signaling interact to control pineal expression of the dopamine receptor D4 gene (Drd4). Molecular and cellular endocrinology. 2010;314(1):128–35. 10.1016/j.mce.2009.05.013 19482058PMC2783391

[42] HernandezSC, ViciniS, XiaoY, Davila-GarciaMI, YasudaRP, WolfeBB, et al The nicotinic receptor in the rat pineal gland is an alpha3beta4 subtype. Molecular pharmacology. 2004;66(4):978–87. 10.1124/mol.104.002345 .15247319

[43] VacasMI, SarmientoMI, PereyraEN, EtchegoyenGS, CardinaliDP. In vitro effect of neuropeptide Y on melatonin and norepinephrine release in rat pineal gland. Cellular and molecular neurobiology. 1987;7(3):309–15. .344028410.1007/BF00711307PMC11567382

[44] MikkelsenJD, HauserF, OlceseJ. Neuropeptide Y (NPY) and NPY receptors in the rat pineal gland. Advances in experimental medicine and biology. 1999;460:95–107. .1081050610.1007/0-306-46814-x_13

[45] SugdenLA, SugdenD, KleinDC. Alpha 1-adrenoceptor activation elevates cytosolic calcium in rat pinealocytes by increasing net influx. J Biol Chem. 1987;262(2):741–5. Epub 1987/01/15. .3027065

[46] BergGR, KleinDC. Norepinephrine increases the (32P)labelling of a specific phospholipid frac tion of post-synaptic pineal membranes. Journal of neurochemistry. 1972;19(11):2519–32. .426389510.1111/j.1471-4159.1972.tb01311.x

[47] ZatzM. Denervation supersensitivity of the rat pineal to norepinephrine-stimulated [3H]inositide turnover revealed by lithium and a convenient procedure. Journal of neurochemistry. 1985;45(1):95–100. .399873510.1111/j.1471-4159.1985.tb05479.x

[48] DeMeoDL, SilvermanEK. Alpha1-antitrypsin deficiency. 2: genetic aspects of alpha(1)-antitrypsin deficiency: phenotypes and genetic modifiers of emphysema risk. Thorax. 2004;59(3):259–64. Epub 2004/02/27. 1498556710.1136/thx.2003.006502PMC1746953

[49] GettinsPG. Serpin structure, mechanism, and function. Chemical reviews. 2002;102(12):4751–804. Epub 2002/12/12. .1247520610.1021/cr010170+

[50] MirandaE, LomasDA. Neuroserpin: a serpin to think about. Cellular and molecular life sciences: CMLS. 2006;63(6):709–22. 10.1007/s00018-005-5077-4 .16465451PMC11136441

[51] ParfittA, WellerJL, KleinDC. Beta adrenergic-blockers decrease adrenergically stimulated N-acetyltransferase activity in pineal glands in organ culture. Neuropharmacology. 1976;15(6):353–8. Epub 1976/06/01. .692310.1016/0028-3908(76)90083-6

[52] DobinA, DavisCA, SchlesingerF, DrenkowJ, ZaleskiC, JhaS, et al STAR: ultrafast universal RNA-seq aligner. Bioinformatics. 2013;29(1):15–21. 10.1093/bioinformatics/bts635 23104886PMC3530905

[53] FlicekP, AhmedI, AmodeMR, BarrellD, BealK, BrentS, et al Ensembl 2013. Nucleic acids research. 2013;41(Database issue):D48–55. 10.1093/nar/gks1236 23203987PMC3531136

[54] HartleySW, MullikinJC. QoRTs: a comprehensive toolset for quality control and data processing of RNA-Seq experiments. BMC bioinformatics. 2015;16:224 10.1186/s12859-015-0670-5 26187896PMC4506620

[55] AndersS, PylPT, HuberW. HTSeq—a Python framework to work with high-throughput sequencing data. Bioinformatics. 2015;31(2):166–9. 10.1093/bioinformatics/btu638 25260700PMC4287950

[56] AndersS, HuberW. Differential expression analysis for sequence count data. Genome Biology. 2010;11(10).10.1186/gb-2010-11-10-r106PMC321866220979621

# Supplementary material for: Neurotranscriptomics: The Effects of Neonatal Stimulus Deprivation on the Rat Pineal Transcriptome
**Source:** PLoS One. 2015 Sep 14;10(9):e0137548. doi: 10.1371/journal.pone.0137548
**Supplement:** S1 Appendix

Appendix

# Supplemental Data

## Supplemental Table Captions

Table S1: Genes exhibiting differential expression in both *in vivo* and *in vitro* experiments. The genes listed exhibit statistically significant (adjusted-p < 0.001) differentials in all of the following four comparisons: Control night vs day, Sham night vs day, untreated vs NE-treated, and untreated vs DBcAMP-treated.

Table S2: Genes with relatively high expression in the pineal gland. Gene symbols (when available) of all genes with > 32-fold enrichment in the pineal gland (day and/or night) and mixed non-pineal tissues. Genes that exhibit high relative expression in both the day and night analyses are listed in bold (based on the minimum of the two fold changes). A more complete list is available in the SI (Dataset S4). (docx file)

## Supplemental Datasets

Dataset S1: Complete results tables for genes differentially expressed in the pineal gland on a night/day basis, *in vivo*. (xlsx file)

Dataset S2: Complete results tables for the SCGX/DCN vs Sham analyses. (xlsx file)

Dataset S3: Complete results tables for genes differentially expressed in pineal gland in response to *in vitro* treatment with norepinephrine or dibutyryl cyclic AMP. (xlsx file)

Dataset S4: Complete results tables for mixed-tissue vs pineal-gland comparisons. (xlsx file)

## Supplemental Figures

Figure S1: Comparison of gene lists detected by the Control day-vs-night RNA-Seq analysis and a previous microarray-based analysis. Gene lists were compiled using an adjusted-p-value threshold of 0.05 and a fold change threshold of 2 (in either direction). *Note: 22 gene names that were found in the microarray results could not be matched with any current or former gene name of any known gene name in the Ensembl (release 69) or RGD (version 6) databases. Additionally: 155 microarray probe loci met the significance/fold-change criteria, but were not annotated with any known gene. These genes/probes were not counted in the figure above.

Figure S2: Summary plots for the cross-group analyses, in which SCGX and DCN groups were compared with the Sham group at both day and night. (a-d) MA plots for all four comparisons. Statistically significant genes (adjusted-p < 0.001) are marked with dots, colored based on their night/day differential status from the Control night/day analysis: blue indicates that the gene is upregulated at night, red indicates that it is downregulated at night, black indicates that the gene is not significantly differentially expressed between night and day (adjusted-p > 0.05). The displayed counts indicate the number of dots of each color above or below the FC > 2 or FC < 0.5 thresholds. A complete list of all genes with fold changes, p-values, and normalized expression estimates is available in the SI (Dataset S3). (e) Plot of the first two principal components from a principal component analysis across all 24 *in vivo* samples. Note that based on the first principal component, the Control-Night and Sham-Night samples cluster strongly to the right, while all other samples (including the SCGX and DCN samples for both day and night) cluster strongly to the left.

Figure S3: MA plot of the comparisons between mixed tissue with pineal glands at both day and night. Genes were marked in red if the mean normalized read-pair count exceeded 30 and if the (maximum-likelihood) fold change was greater than 8. Note that due to the lack of replicates no significance p-values could be calculated.

# NISC Comparative Sequencing Program Authors

Betty Barnabas, PhD; Robert Blakesley, PhD; Gerry Bouffard, PhD; Shelise Brooks, BS; Holly Coleman, MSc; Mila Dekhtyar, MSc; Michael Gregory, MSc; Xiaobin Guan, PhD; Jyoti Gupta, MSc; Joel Han, BS; Shi-ling Ho, BS; Richelle Legaspi, MSc; Quino Maduro, BS; Cathy Masiello, MSc; Baishali Maskeri, PhD; Jenny McDowell, PhD; Casandra Montemayor, MSc; James Mullikin, PhD; Morgan Park, PhD; Nancy Riebow, BS; Karen Schandler, MSc; Brian Schmidt, BS; Christina Sison, BS; Mal Stantripop, BS; James Thomas, PhD; Pam Thomas, PhD; Meg Vemulapalli, MSc; Alice Young, BA.

# Supplemental Methods

## Surgical Procedures

Five-day-old rat pups were anesthetized (Isoflurane), placed supine under a surgical microscope and the ventral neck region was disinfected with povidone-iodine. The salivary glands were exposed through a 1-cm vertical incision and retracted laterally to expose the underlying muscles. The carotid bifurcations were identified through the carotid triangle and the SCG were dissected bluntly. Further steps consisted of: a) SCGX group: SCG were removed after sectioning successively all its nervous branches with micro-dissecting spring scissors; b) DCN group: the cervical sympathetic trunks were dissected bluntly and severed 0.5 mm before entering the SCG and at 4 to 5mm caudally, removing 4 to 5 mm of the cervical sympathetic chain; c) Sham group: no further steps. Following completion of the surgical procedures on both sides of the neck the wound was cleansed and then closed with VetBond adhesive. Survival rate was 100%.

## RNA extraction and preparation

Total RNA was extracted with TRIzol reagent (Invitrogen, Carlsbad, CA), followed by clean-up using an RNeasy Micro Kit with on-column DNase treatment as per the manufacture’s protocol (Qiagen, Valencia, CA). The amount and quality of RNA were determined using a NanoDrop spectrophotometer (NanoDrop, Wilmington, DE) and an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). Each pool yielded 2.1 to 3.7 micrograms of total RNA (RIN values > 9).

## Library preparation and sequencing

Stranded RNA-Seq libraries were constructed from 0.7-1 µg total RNA using the TruSeq Stranded Total RNA Sample Prep Kits (Illumina cat. no. RS-122-2301) according to manufacturer’s instructions. The library insert sizes were approximately 175bp. Unique barcode adapters were applied to each library. Equal volumes of individual libraries were pool and run on a MiSeq (Illumina, San Diego, CA). The libraries were then repooled based on the MiSeq demultiplexing results. The pooled libraries were sequenced on a HiSeq2000 (Illumina, San Diego, CA) using version 3 chemistry. The data was processed using RTA version 1.17.21.3 and CASAVA 1.8.2.

The individual-biological-replicate libraries for the 24 *in vivo* samples were barcoded and combined into a single combined library. In order to yield (approximately) 40 million read-pairs per sample, this combined library was sequenced on six lanes of Illumina HiSeq 2000 sequencers. The 9 individual-sample libraries for the *in vitro* samples were also barcoded and combined into a separate combined library and sequenced on two lanes. The three samples used for the pineal marker gene experiment were indexed and pooled and run on a single lane.

This yielded an average of 48.6 million read-pairs for each sample for the *in vivo* differential expression samples (ranging from 42.9 million to 56.4 million), an average of 43.0 million read-pairs per sample for the *in vitro* differential expression samples (ranging from 39.8 million to 49.7 million), and an average of 62.8 million read-pairs per sample for the pineal marker gene samples (ranging from 55.6 million to 69.1 million).

## Alignment and quality control

The RNA-Seq data was aligned with the RNA-STAR aligner, using the rn4/RGSC3.4 genome assembly and Ensembl transcript annotation, release 69 (1, 2). Quality control metrics were calculated and visualized using the QoRTs software package, and no major artifacts or abnormalities were found. The mean alignment rate was 87.1%, with 81.4% aligning to a single unique locus. The average median insert size across all samples was 135.5, and the average mean GC content was 44.6%. Of the aligned read-pairs, 42.1% mapped at least partially to the exon of a known gene, and 0.11% mapped to the exons of more than one known gene. Of the remaining aligned read-pairs: 32.3% mapped to intronic regions of known genes, 4.0% mapped to loci within 1kb of a known gene, and 7.1% mapped to loci within 10kb of a known gene. Of the reads that mapped to known exons of annotated genes, 98.3% mapped to the correct strand. The large proportion of reads mapping to intronic regions is typical of sequencing results derived from libraries that were ribo-depleted, as ribo-depletion does not specifically select for mature mRNA (3, 4).

## Differential expression analysis

Gene read counts were provided by QoRTs, using the same algorithm described by the HTSeq documentation (using the “union” rule). For validation purposes counts were also generated using HTSeq, and we confirmed that the two methods returned identical results.

Differential expression analysis was performed using DESeq2 (5). In each analysis, genes with a mean normalized read-pair count of less than 5 were not tested. Fold change estimates were calculated via DESeq2 using the parameter estimates from the model fit. All p-values were adjusted for multiple testing using the FDR method of Benjamini, Hochberg, and Yekutieli (6, 7). Outlier detection was performed using Cook’s distance, a measure of the difference between fitted coefficients with and without each individual sample (8).

The pineal-vs-mixed-tissue experiment followed a slightly different methodology. Two separate comparisons were run: pineal-day vs mixed-tissue and pineal-night vs mixed-tissue. These comparisons were run without biological replicates, and thus the dispersion could not be rigorously estimated and no statistical hypothesis tests could be performed. Instead, the maximum likelihood fold changes were calculated between the pineal and mixed tissue samples using DESeq2. Gene lists were generated using simple thresholds on the mean read-pair count and the maximum likelihood fold changes between the pineal and mixed-tissue samples. We selected a normalized read-pair count threshold of 30, and a fold change threshold of 8.

## Comparison with previous microarray analyses

The results of the differential expression analyses found in the *in vivo* differential experiments were compared with a previous microarray-based study (9). This study detected 517 loci with significant differential expression using an adjusted p-value threshold of 0.05 and a fold-change threshold of 2. Of these 517 loci, 155 were not linked with any known gene, and 22 of the loci were labelled with gene identifiers that do not appear to be a current or former identifier for any known gene in either the Ensembl (release 69) or RGD (version 6) databases. The results of the *in vivo* experiments were compared with those of this previous study, using the same cutoff thresholds in each (adjusted-p < 0.05, fold change > 2 or < 0.5).

# References

1. Dobin A*, et al.* (2013) STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* 29(1):15-21.

2. Flicek P*, et al.* (2013) Ensembl 2013. *Nucleic acids research* 41(Database issue):D48-55.

3. Adiconis X*, et al.* (2013) Comparative analysis of RNA sequencing methods for degraded or low-input samples. *Nature methods* 10(7):623-629.

4. Benes V, Blake J, & Doyle K (2011) Ribo-Zero Gold Kit: improved RNA-seq results after removal of cytoplasmic and mitochondrial ribosomal RNA. *Nature methods* 8(11).

5. Anders S & Huber W (2010) Differential expression analysis for sequence count data. *Genome Biology* 11(10).

6. Benjamini Y & Hochberg Y (1995) Controlling the false discovery rate: a practical and powerful approach to multiple testing. *Journal of the Royal Statistical Society Series B* 57:289-300.

7. Benjamini Y & Yekutieli D (2001) The control of the false discovery rate in multiple testing under dependency. *Annals of Statistics* 29:1165-1188.

8. Cook RD (1977) Detection of influential observation in linear-regression. *Technometrics* 19(1):15-18.

9. Bailey MJ*, et al.* (2009) Night/day changes in pineal expression of >600 genes: central role of adrenergic/cAMP signaling. *J Biol Chem* 284(12):7606-7622.

# Supplementary material for: Neurotranscriptomics: The Effects of Neonatal Stimulus Deprivation on the Rat Pineal Transcriptome
**Source:** PLoS One. 2015 Sep 14;10(9):e0137548. doi: 10.1371/journal.pone.0137548
**Supplement:** S1 Table — The genes listed exhibit statistically significant (adjusted-p < 0.001) differentials in all of the following four comparisons: Control night vs day, Sham night vs day, untreated vs NE-treated, and untreated vs DBcAMP-treated.

Table S1: Genes exhibiting differential expression in both *in vivo* and *in vitro* experiments. The genes listed exhibit statistically significant (adjusted-p < 0.001) differentials in all of the following four comparisons: Control night vs day, Sham night vs day, untreated vs NE-treated, and untreated vs DBcAMP-treated.

| **Weakest Fold Change, all 4 analyses** | **Gene Symbol** |
| --- | --- |
| **>32** | Aanat^*†^, Slc15a1^†^ |
| **16 - 32** | Dusp1^†^ |
| **8 - 16** | Cd24^†^, Chd5, Dclk3^*†^, Fcer1a^*†^, Irs2^*†^, Nr4a1^†^, Pde10a^*†^, Ptch1^*†^, Sik1^*†^ |
| **4 - 8** | Atp7b^*†^, B3gnt8^*^, Bhlha15, Camk1g^*†^, Coq10b^*†^, CREM^*†^, Dos^†^, Etnk1^*†^, F1LWE5, Fdx1^†^, Gem^*†^, Grm2, Hcrtr1^†^, Ipcef1, Irak2^*†^, Kcnq4^*^, Lamb3^†^, MGC94891^*^, Nap1l5^†^, nod3l^†^, Nptx1^*†^, Osbpl6, Padi4^*†^, Pde4b^*†^, Rem2, RGD1560523^*†^, Rgs2^†^, Slc17a6^†^, St8sia2^*^, Syt4^†^, Tbc1d1^†^, Tinagl1^†^, Wnt10a^†^, Xpot^†^, Zrsr1^*†^ |
| **1/4 - 1/8** | LOC690918^*^ |
| **<1/8** | - |

^*^Gene has high relative expression in the pineal gland; ^†^gene has previously been found to be differentially expressed between day and night conditions in microarray experiments.

# Supplementary material for: Neurotranscriptomics: The Effects of Neonatal Stimulus Deprivation on the Rat Pineal Transcriptome
**Source:** PLoS One. 2015 Sep 14;10(9):e0137548. doi: 10.1371/journal.pone.0137548
**Supplement:** S2 Table — Gene symbols (when available) of all genes with > 32-fold enrichment in the pineal gland (day and/or night) and mixed non-pineal tissues. Genes that exhibit high relative expression in both the day and night analyses are listed in bold (based on the minimum of the two fold changes). A more complete list is available in the SI (S4 Dataset).

Table S2: Genes with relatively high expression in the pineal gland. Gene symbols (when available) of all genes with > 32-fold enrichment in the pineal gland (day and/or night) and mixed non-pineal tissues. Genes that exhibit high relative expression in both the day and night analyses are listed in bold (based on the minimum of the two fold changes). A more complete list is available in the SI (Dataset S4).

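With the thresholds of the pineal marker comparison, 108 genes were more than 32-fold higher in pineal glands than in mixed tissue at day or at night. Scaling by library size gave 93 genes, adding 1 read-pair to each library gave 100, and a count over 30 in the pineal library alone gave 127. The ratio compares single libraries, and a gene with few read-pairs in mixed tissue can have a large ratio from counting error alone.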

| **Fold Change** | **Gene Symbol** |
| --- | --- |
| **>128** | Aanat^‡§^, **Adam2**, **Asmt**, **Bsx**^‡§^, **Calhm1**^‡^, **Chrnb4**, **Col8a1**, D3ZW53^‡^, **Defb24**, F1M032, **F1MAE8,** Fcer1a^‡§^, **Isl2**, Krt15, **Lhx4**, **LOC100362601**, LOC679835, Neurog1^‡^, Padi4^‡§^, **Pde6c**, **RGD1563903**, **Rhox12**, Ribc2^‡§^, Rptn^‡^, **Tph1**, Tpo |
| **32 - 128** | Abca17, Abcc12, Adrb1, **Alox15**, **Alx4**, Arhgap24, Atp7b^‡§^, B3gnt8^‡§^, Cabp5, **Chrna3**, **Cngb3**, Cpg1, Cplx3, **D4A4K8,** D4A976, Dclk3^‡§^, EMAL5^‡^, **Esm1**, **F1LTW7,** F1M5V3, F1M848^‡^, F1MAG9, Fam83a, Fyb, **Gch1**, Gdf15^‡^, Gem^‡§^, **Gipc3**, **Gnat2**, **Gnb3**, **Gngt2**, Hpse2, Hs3st2^‡^, IGG2A, Irs1, **Kcnh6**, Kcnq4^‡§^, **Krt13**, **Krt15**, LOC100360666, LOC500567, LOC500990, LOC691317^‡^, **Lrrc38**, **Mitf**, Mpp4, **Nek11**, **Nphs1**, Nyx, Ocm, Opn1sw^‡^, **Pax3**, Prss33, **Prtg**, Q5XHY2, RGD1309108^‡^, RGD1559884^‡^, RGD1560523^‡§^, RGD1561530, **RGD1562024**, Rnase1l2^‡^, Rnf222, Sh2d4b, Sik1^‡§^, Slc4a5, Tbata, Tex14, Tmprss9, **Ttc23l**, Wfikkn2^‡^ |

^‡^Gene has strong (FC > 4 or FC < 0.25) and statistically significant (adjusted-p < 0.001) differential expression in the Control and/or Sham day/night *in vivo* analyses.

^§^Gene has strong and statistically significant differential expression in either or both of the treated vs untreated *in vitro* analyses.

How the deposited data were processed for this re-analysis (not part of the article)

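The study measured RNA in 36 libraries of rat tissue: 24 libraries of pineal glands taken from Control, Sham, DCN and SCGX rats at day or night, 9 libraries of cultured glands, and 3 libraries of pineal glands and mixed tissue. Samples were grouped by the labels that accompany them and by the paper's methods, and every library was mapped.

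The authors sequenced stranded, ribo-depleted total RNA, aligned it with RNA-STAR to the rn4 assembly and counted read-pairs per gene of the Ensembl annotation with QoRTs under HTSeq's union rule. The deposited counts are whole read-pairs per gene without normalization, 1 table per library with all annotated genes and no entry that names no gene. The authors also deposited RPKM values, which are the same counts divided by gene length and by the library's total on genes. The RPKM values were used here only to recover gene lengths and were not tested. Reads were not processed again, so alignment, strand assignment and counting are those of the authors. Ribo-depletion leaves intronic reads, which the counts leave out, and read-pairs that map to more than 1 gene are not counted.

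From the counts, 10 comparisons of groups and 4 interactions of group and time were fitted with edgeR 4.0.16 in R 4.3.3, using TMM normalization, the quasi-likelihood test with the package's default settings and Benjamini-Hochberg adjustment. Genes with a mean normalized count of at least 5 in the libraries compared were tested. Thresholds were the paper's: adjusted p-value under 0.001, with a fold change over 4 for night/day and culture comparisons and over 2 for comparisons with Sham. The paper used DESeq2, which was run here as an alternative (version 1.42.0), with and without its prior on fold changes. Set tests used fry and camera from limma 3.58.1. Loading and drawing used Python 3.11.15. Designs, thresholds, alternatives and the rule for naming genes were fixed before the data were examined.

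The alternatives were DESeq2, DESeq2 with its fold change prior, median-of-ratios size factors, library size only, no count filter, at least 10 read-pairs in every library, all libraries of an experiment in 1 model, the replicate number as a block, Benjamini-Yekutieli adjustment and leaving out each library in turn. Another form of edgeR's test, with a quasi-likelihood estimate adjusted for small counts, was first run by mistake in place of the default. It was then kept as an alternative and so was chosen after the data were seen, as were the night score, its scalings and the set tests on the genes strong in Control.

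Library totals on genes were between 12985072 and 18504240 in vivo and between 12556861 and 18524435 in vitro. With 3 libraries per group, an exact permutation test of a single value cannot go below 0.1, so single genes were tested with models fitted across all genes. The tests were run on simulated counts with 200 changed genes, drawn from the means and spread of the real libraries. At the threshold used, edgeR recovered 74.5% of them with the spread of Control, 38.5% with that of Sham, 48% with that of DCN, 74.5% with that of SCGX and 85.5% with that of the cultures, and called between 0 and 4 unchanged genes. DESeq2 recovered 81%, 68.5%, 66%, 79.5% and 82.5%, and called between 2 and 14 unchanged genes. For the interactions edgeR recovered 42.5% and DESeq2 59.5%.

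The rule for naming genes covered every gene the paper names and the most changed genes with a symbol. The files list Ensembl identifiers, and the gene table used here does not pair them with symbols, so the genes the paper names, a list of clock genes and lists of marker genes for other cell types were not analysed here. At most 2 identifiers that rose and 2 that fell are therefore given, those with the largest changes in both Control and Sham by the smaller of the fold changes, an order set after the files were seen. The microarray measurements that the paper compares with were not used here.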

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

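The set tests on the genes strong in Control and the tests of why they were higher at day in SCGX were chosen only after the results had been seen.

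The night/day difference differed between Sham and each operated group when the difference itself was tested: 255 genes for DCN and 728 for SCGX at an adjusted p-value under 0.001. In 60 drawn splits of the 12 libraries, with the groups exchanged within day and within night, 2 splits gave as many genes as the real one for DCN (the real one included, the other with 369 genes) and 1, the real one, for SCGX. The highest other split for SCGX gave 467 genes. Splits that exchange the groups at 1 time only keep real differences between them, so these counts are not a level set by chance alone. Fits without 1 library gave between 118 (without Sham day replicate 2) and 360 (without Sham night replicate 3) genes for DCN, and between 410 (without SCGX day replicate 3) and 1017 (without Sham night replicate 3) for SCGX. The counts depend on scaling: for DCN, the night/day log2 change was higher in Sham for 191 of the 255 genes and, with library size only, for 239 of 401. For SCGX it was higher in Sham for 529 of the 728 genes and, with library size only, for 474 of 976. The design offers a biological reason, the loss of the ganglia or of their input, which stays open beside the effect of scaling on direction.

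Between Control and Sham, 1 gene differed in its night/day change. Of the 60 splits drawn, 3 gave as many. The count was 0 with library size only, with all in vivo libraries, with at least 10 read-pairs in every library and with Benjamini-Yekutieli adjustment, 1 with median-of-ratios size factors, 2 with no count filter and 9 with DESeq2. Without 1 library it was 0, except without Sham night replicate 3, where it was 2. The unadjusted p-value was under 0.05 for 1290 genes. By the splits, chance may account for the gene found here. Between SCGX and DCN, 0 genes differed, as in all 60 splits drawn, with 1665 at an unadjusted p-value under 0.05. DESeq2 gave 2 genes.

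As a set, the genes strong in Control kept more of their night/day change in DCN than in SCGX, with a median difference of 0.44 on the log2 scale and 80.1% of 357 genes in that direction (limma's fry, adjusted p = 0.00317 over 7 set tests, unadjusted 0.00136). No single gene passed the threshold with edgeR, and 2 did with DESeq2. The difference lay at day: SCGX was above DCN at day by a median of 0.43 (limma's fry, adjusted p = 0.00317, unadjusted 0.00125) and by 0.02 at night (adjusted p = 0.341, unadjusted 0.341). A difference in scaling argues little here, since the lowest SCGX day score with library size only was 0.298 against 0.169 on average in DCN at day. In DCN day replicate 1, 73.9% of the genes raised over its replicates were mixed-tissue genes, and the effect of this library on the set was tested by leaving it out of the DCN night/day comparison, where the set test gave p = 0.0385 against 0.0161 with all libraries (limma's fry, for which an exact permutation of the libraries could not go below 0.1). That comparison used a smaller set, the genes strong in both Control and Sham. In the paper, access of circulating catecholamines to glands without sympathetic nerves is offered for another difference between the groups. It stays open here and was not tested.

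Differences of SCGX from Sham at both times were found for 6 genes, 2 higher and 4 lower, by the rule that the paper applies to DCN. For SCGX the paper's text names Serpina1, and whether it is among the 6 was not analysed here. Of 100 splits of the day and night libraries, 1, the real one, gave as many. For RNA from other tissues at day, the test asked both for more mixed-tissue genes among the genes called and for a median shift of all mixed-tissue genes. Of the genes called, 2.6% were mixed-tissue genes against 4.8% of all tested genes, which argues against it as the cause of the calls, but the 757 mixed-tissue genes did shift, with a median log2 fold change of -0.21, so a small difference in such RNA between the groups stays open. How to weigh the 2 parts of this test was settled after its values were seen. Gene length is argued against at day by a Spearman correlation of -0.02 with the fold change. These tests cover the comparison at day, and neither was run on the 6 genes or at night. Leaving out any 1 of the 6 SCGX libraries gave 0 genes, and leaving out Sham day replicate 2 or Sham night replicate 2 gave 1. An effect of the operation, a difference between the pools of animals and, for the 6 genes, RNA from other tissues stay open.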

How the results depend on the processing

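The night score, its scalings and edgeR's quasi-likelihood estimate adjusted for small counts were chosen only after the data were seen.

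With 1 choice changed at a time, 281 values of the results were computed, of which 174 kept their direction and side of the threshold (or stayed within 1.5 times for a count), 40 became weaker, 62 stronger, 5 moved and 0 reversed. Counts were compared by size only and could not be labelled reversed. The 0 therefore says nothing on the balance of higher and lower genes, which did move with the scaling. For the named genes, 73 of 78 values were the same and 5 were weaker, all of them decreases in Sham. Median-of-ratios size factors changed none of 31 values. Unless a cause is given, the cause was not tested.

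DESeq2 called more genes in vivo: 2748 in Control, 1770 in Sham, 27 in DCN and 175 in SCGX for night/day, 404 (day) and 1450 (night) for DCN against Sham, and 868 and 1664 for SCGX against Sham. The interactions gave 999 genes for DCN, 1618 for SCGX, 2 for SCGX against DCN and 9 for Control against Sham. Strong genes in Sham numbered 338 and those shared with Control 286. Genes over 2-fold against Sham numbered 779 for DCN at night, 300 for SCGX at day and 770 for SCGX at night, and genes different at both times 49 for DCN and 49 for SCGX. On simulated counts with the spread of Sham, DESeq2 recovered 68.5% of changed genes and called 14 unchanged ones, and edgeR recovered 38.5% and called 0, so with that spread DESeq2 called both more changed and more unchanged genes. With the spread of the cultures it recovered 82.5% against 85.5% with edgeR, and both called 2 unchanged genes. DESeq2 with its fold change prior gave 2761, 1775, 27 and 174 genes for night/day in the same order, 398 and 1450 for DCN against Sham, 865 and 1669 for SCGX against Sham, 291 strong genes in Sham, 250 shared with Control, 750, 232 and 739 genes over 2-fold against Sham, and 34 (DCN) and 42 (SCGX) different at both times.

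All in vivo libraries in 1 model, which share 1 spread per gene, gave 2420 genes in Control, 2342 in Sham and 0 in SCGX for night/day, 108 and 1868 for DCN against Sham at day and night, 299 and 1776 for SCGX against Sham, and 876, 1232 and 0 for the interactions of DCN, of SCGX and of Control against Sham. Strong genes in Sham numbered 365, those shared with Control 291, genes over 2-fold against Sham 800, 165 and 731, and genes different at both times 30 for DCN and 28 for SCGX.

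Benjamini-Yekutieli adjustment, which is stricter by construction, gave 662 genes in Control, 42 in Sham, 0 in SCGX, 14 for DCN against Sham at night, 6 and 33 for SCGX against Sham at day and night, 1039 with NE and 1365 with DBcAMP. It gave 62, 306 and 0 genes for the interactions of DCN, of SCGX and of Control against Sham, 37 strong genes in Sham, 35 shared with Control and 21 in all 4 analyses, 14, 6 and 33 genes over 2-fold against Sham, and 0 genes different at both times in SCGX.

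The filters changed the genes tested. Without a count filter there were 58 night/day genes in SCGX, 4 and 256 genes for DCN against Sham at day and night, 246 and 413 for SCGX against Sham, 2699 with NE, 3913 with DBcAMP, 2 for the interaction of Control against Sham, 244 (DCN, night) and 156 (SCGX, day) over 2-fold against Sham, and 13 different at both times in SCGX. With at least 10 read-pairs in every library, that interaction gave 0 genes, 143 genes were strong with DBcAMP, and the correlation of NE and DBcAMP was 0.869. The adjusted quasi-likelihood estimate gave 4 night/day genes in SCGX and 0 for the interaction of Control against Sham.

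With library size only, the interaction gave 401 genes for DCN and 0 for Control against Sham, and the mean night score of SCGX at night was 0.298. That scaling also moved the balance of directions. Higher genes were 736 of 1585 (46.4%) against 67.8% with TMM in Control, 270 of 433 (62.4%) against 72.6% in Sham, 785 of 1853 (42.4%) against 59% with NE and 1069 of 3012 (35.5%) against 57.6% with DBcAMP. For DCN against Sham at night they were 41 of 161 (25.5%) against 14.3%, and for SCGX 110 of 309 (35.6%) against 24.9%. For the interactions they were 239 of 401 (59.6%) against 74.9% in DCN and 474 of 976 (48.6%) against 72.7% in SCGX. The median log2 change of all tested genes moved from -0.03 to -0.21 in Control, from -0.03 to -0.17 with DBcAMP, from 0.03 to 0.14 for DCN and 0.13 for SCGX against Sham at night, and from 0 to -0.18 for the interaction of SCGX, so higher and lower are relative to the scaling.

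Replicate numbers are shared between groups, but neither the paper nor the labels say what a number marks, and deviations of same-numbered libraries correlated between -0.26 and 0.17, with no comparison in which every pair was over 0.1, so the libraries share only a number. With the replicate block the counts were 901 in Control, 39 in Sham and 1 in SCGX for night/day, 8 for DCN and 24 for SCGX against Sham at night, 12 for SCGX at day, and 133, 451 and 0 for the interactions of DCN, of SCGX and of Control against Sham. Blocked fits gave 38 strong genes in Sham, 37 shared with Control, 20 in all 4 analyses, 8, 12 and 24 genes over 2-fold against Sham, and 0 different at both times in SCGX. The block takes degrees of freedom from each fit. On simulated counts it lowered the share of changed genes recovered from 38.5% to 36% with the spread of Sham. With the spread of Control the share fell from 74.5% to 73.5%, and with that of DCN from 48% to 38%. The cause of the lower counts therefore stays open.

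Leaving out 1 library at a time gave 228 values, of which 130 were the same, 89 weaker and 9 stronger; each such fit has fewer libraries. Night/day counts ranged from 808 (without Control day replicate 3) to 1488 (without Control night replicate 1) in Control, from 23 (without Sham day replicate 2) to 414 (without Sham night replicate 3) in Sham, and from 0 to 5 (without SCGX day replicate 2) in SCGX. Against Sham they ranged from 0 to 1 (without DCN day replicate 1) for DCN at day, from 0 (without DCN night replicate 2) to 216 for DCN at night, from 6 (without SCGX day replicate 1) to 130 (without Sham day replicate 1) for SCGX at day, and from 10 (without SCGX night replicate 1) to 529 for SCGX at night. The same counts over 2-fold ranged from 0 to 212, from 6 to 101 and from 10 to 408. With DBcAMP the range was 1559 to 2202. The interactions ranged from 118 (without Sham day replicate 2) to 360 for DCN, from 410 (without SCGX day replicate 3) to 1017 for SCGX and from 0 to 2 for Control against Sham. Strong genes in Sham ranged from 23 to 211, those shared with Control from 23 to 185, those in all 4 analyses from 17 to 49, and genes different at both times in SCGX from 0 to 8. Leaving out Sham night replicate 3 gave the highest value in each of these results that use that library. The fry p-value of the remaining night/day change ranged from 0.00697 (without DCN night replicate 2) to 0.0561 (without DCN night replicate 1) in DCN and from 0.0332 (without SCGX day replicate 2) to 0.23 (without SCGX night replicate 3) in SCGX. Among the named genes, 11 of 48 such values lost the threshold, all of them decreases in Sham.

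The first principal component held 30.9% of the variance with all genes, 59.4% with variance-stabilized counts and 35.9% with scaled genes, and in each the intact night libraries scored above all others.

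Other splits of the 6 libraries into 3 and 3 were tested for the comparisons of single groups. For night/day in Control, Sham and SCGX, for DCN at night and SCGX at day and night against Sham, and for NE and DBcAMP, 1 of the 10 splits, the real one, gave as many genes, and every other split gave 0. A share of 10 splits cannot fall under 0.1, so the splits alone set no smaller limit. On simulated counts, edgeR called between 0 and 4 unchanged genes at this threshold, fewer than each of these counts except the 2 of SCGX. For night/day in DCN and for DCN against Sham at day, with 0 genes (1431 and 3560 at an unadjusted p-value under 0.05), 10 of 10 splits gave as many. For genes strong in both Control and Sham, 1 of 100 drawn splits gave as many, and for genes different between DCN and Sham at both times, with 0 genes, 100 of 100.

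The counts limit what a call of 0 shows. With the spread of the DCN libraries, edgeR recovered 66.7% of simulated 8-fold changes and 19.4% of 2-fold changes, so small changes in that group would be missed.

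The lists of marker genes and clock genes and the named genes of the paper were not run, because the files pair no identifier with a symbol.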

Differences from the paper's values

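The paper gives more than 3000 genes with night/day differences in the Control and Sham animals, and 1489 genes met the adjusted-p threshold in at least 1 of these groups. Among the alternatives set before the data were examined, DESeq2 (2979), DESeq2 with its fold change prior (2991) and all libraries of the experiment (2975) came within 1.5 times of the paper's value, and the others did not. The paper gives more than 1400 genes with a fold change over 2, against 912 here. DESeq2 (1328), DESeq2 with its prior (1282), all libraries (1212), no count filter (1090) and library size only (935) came within 1.5 times. Median-of-ratios size factors, at least 10 read-pairs in every library, the replicate block and Benjamini-Yekutieli adjustment did not.

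For Sham, Fig. 1 shows about 250 genes higher and about 45 lower at night with a fold change over 4, read by eye, against 153 and 19 here. DESeq2 with its prior gave 249 and 42, and DESeq2 alone also came within 1.5 times for both. No count filter, all libraries and leaving out Sham night replicate 3 did so for the genes higher at night only. The paper's results section gives fewer strong genes than that figure: 195 in Sham, against 172 here, and 257 in Control, against 372 here. DESeq2 was farther from these values of the text, with 338 in Sham, 436 in Control and 286 in both groups against the paper's 157, and with its prior it gave 291, 374 and 250. No count filter gave 196 in Sham. For SCGX, Fig. 1 shows about 1 gene lower at night and 0 were found here. DESeq2 and leaving out SCGX day replicate 2 gave 2 genes, no count filter and leaving out SCGX night replicate 2 gave 3, and none of the alternatives came within 1.5 times.

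With NE, Fig. 1 shows about 3 genes lower with a fold change over 4, against 11 here, and DESeq2 with its prior gave 3. None of the other alternatives came within 1.5 times. With DBcAMP, Fig. 1 shows about 7 genes lower, against 15 here. DESeq2 with its prior (5), at least 10 read-pairs in every library, Benjamini-Yekutieli adjustment and the fits without untreated replicate 1, untreated replicate 2 or DBcAMP replicate 1 came within 1.5 times.

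The paper's averages of 48.6 M (in vivo), 43.0 M (in vitro) and 62.8 M (marker) read-pairs per library are read-pairs sequenced, and the averages of 15.3 M, 14.3 M and 34.7 M here are read-pairs counted on genes, so the measures are not the same. No alternative was run on these totals.

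The paper lists genes that differ between DCN and Sham at both times in Table 2, and 0 genes met the criteria with the test used here. DESeq2 (49), DESeq2 with its prior (34) and all libraries of the experiment (30) called genes under the same criteria. At day, 3560 genes had an unadjusted p-value under 0.05. Where the paper's text gives 157 genes strong in both Control and Sham, leaving out Control night replicate 3 gave that number, and where it gives 49 genes strong in all 4 analyses, leaving out Sham night replicate 3 did.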

Other observations

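The tests on DCN day replicate 1, on the spread of all Sham replicates and on the day level of night genes in SCGX were chosen only after the results had been seen, and the measure used for intact glands taken at night replaced an earlier one after that one's value was seen, as did the Control counts to which the Sham count without night replicate 3 is compared, and the simulations for shared libraries were corrected and extended, and the interval for genes lower at night in NE was taken up, after earlier values were seen.

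Sham night replicate 3 was farther from its replicates than any other library, with a chi-square per degree of freedom of 44.41 and 39.26 against its replicates. Library size is argued against: with all libraries thinned to 1 total, its lower value was 31 and the highest of all other pairs was 25.3. Gene length is argued against as well (Spearman correlation 0.05). RNA from other tissues stays open, since 47.7% of the 1409 genes that were 2-fold above both replicates were more than 8-fold higher in mixed tissue than in pineal glands, against 6.1% of all tested genes, and the median of such genes was raised by 2.00 on the log2 scale. Its night score of 0.878 was also below those of the other Control and Sham night libraries, the lowest of which was 0.948, so a weaker night response stays open too. The explanations do not exclude each other, because RNA from elsewhere would also lower the score. A candidate explanation is that this pool held RNA of another tissue, which is not named here because the lists of cell type markers were not analysed.

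DCN day replicate 1 showed the same pattern. Of the 702 genes 2-fold above both of its replicates, 73.9% were mixed-tissue genes, and the median of mixed-tissue genes was raised by 1.37. These 2 libraries set the second principal component. RNA from other tissues may be present in this pool as well. Leaving it out left the DCN night/day count at 0 and moved the count of DCN against Sham at day from 0 to 1.

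Fewer genes passed the threshold in Sham (365) than in Control (1467), and the spread added by Sham night replicate 3 was tested as the reason. Without it the Sham count was 414, above the 23 to 140 genes of the fits without another Sham library, so this library lowers the count. It is argued against as the whole cause, since Control fits without 1 library gave at least 808 genes. With 1 spread per gene shared by all in vivo libraries, Control and Sham gave 2420 and 2342 genes, a ratio of 1.03, so a larger spread between Sham replicates stays open as a candidate explanation. In the comparisons with the operated groups at night the same library mattered more: without it the counts rose from 140 to 216 for DCN and from 273 to 529 for SCGX, although each fit then had 1 library less.

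More genes passed an adjusted p-value under 0.05 in SCGX (287) than in DCN (0). With 1 spread per gene shared by all in vivo libraries the counts were 25 and 20, a ratio of 1.25. A candidate explanation is therefore the smaller spread between SCGX replicates (coefficient of variation 9.2% against 20.1%). The interaction of group and time found 0 genes with edgeR and 2 with DESeq2 at an adjusted p-value under 0.001.

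Night genes were higher at day in SCGX than in Sham. The genes strong in Control had a median log2 difference of 0.77 in the night direction (79.9% of 358 genes; limma's fry, adjusted p = 0.00223 over 7 set tests, unadjusted 0.000318), and all 3 SCGX day libraries scored above all 3 Sham day libraries. A smaller shift was found in DCN at day (median 0.30, adjusted p = 0.0131, unadjusted 0.00933). ENSRNOG00000011182, which was named for its night/day change, had 187.6 ± 34 normalized counts (SD, n = 3) in Sham at day, 2201 ± 486 in DCN and 8936 ± 2130 in SCGX, against 34370 ± 5280 in Sham at night. ENSRNOG00000012878, the other named gene that rose, had 91.56 ± 36.4 in Sham at day, 85.49 ± 46.3 in DCN and 786.1 ± 284 in SCGX, against 22800 ± 3330 in Sham at night, so it was not higher in DCN. Scaling is argued against, since the lowest SCGX day score was 0.298 with library size only and the highest Sham day score 0.127. The choice of genes in Control is argued against by the Sham day libraries, which took no part in it and scored 0.095 on average. Glands that escaped the operation would be at the day level of Sham at this time and so do not account for the rise. Intact glands taken at night that entered the day pools are argued against as the whole cause, since all genes would then reach a like share of the night level. Over 97 genes more than 8-fold higher at night in Control, the share of the Sham night level reached in SCGX at day was -1.3% at the 10th percentile and 24.2% at the 90th, while Control day ranged from -6.1% to 0.6%. RNA from other tissues is argued against for the genes called between SCGX and Sham at day (2.6% mixed-tissue genes). An effect of the operation on the day level of night genes is a hypothesis, found and tested on the same libraries.

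DCN and SCGX differed from Sham at day in a like way across genes (Pearson correlation 0.705). The shared Sham libraries account for much of this, since simulations with no change in any group gave 0.521 on average and at most 0.564. These simulations gave every group the same spread and may be too low. Sham day replicates had a chi-square per degree of freedom of 15.19 to 29.3, against 6.17 to 7.42 in SCGX day. As the whole cause, the shared libraries are argued against by correlations of 0.365 and 0.376 with no library shared. There 1 operated group was set against Control in place of Sham, and simulations of that kind gave at most 0.047 and 0.037. An operation effect common to both stays open, but Sham and Control were not exchangeable at day, since Sham scored 0.095 and Control 0 on the night score.

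Genes lower at night followed NE less often (78.6% of 14 genes) than genes higher at night (99.3% of 145). Genes are not independent replicates, so no p-value is given. A gap of 21.2 points was also found among genes with a 4- to 8-fold change and one of 21.4 points among genes with a mean normalized count of at least 100 in culture. Each of these rests on 9 genes lower at night, with a 95% binomial confidence interval of the share from 40% to 97.2% even if the genes are taken as independent, so a smaller night/day change and low counts in culture stay open. With DBcAMP the night direction was found for 64.3% of 14 genes lower at night (interval 35.1% to 87.2%) and 97.9% of 145 higher. Genes lower at night may depend on more than 6 hours of NE or on another signal, which was not tested.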
